# Differential gene expression and transport functionality in the bundle sheath versus mesophyll – a potential role in leaf mineral homeostasis

**DOI:** 10.1093/jxb/erx067

**Published:** 2017-04-12

**Authors:** Noa Wigoda, Metsada Pasmanik-Chor, Tianyuan Yang, Ling Yu, Menachem Moshelion, Nava Moran

**Keywords:** *Arabidopsis thaliana*, bundle sheath, C3 plant, membrane potential, membrane transport, mesophyll, patch clamp, ratiometric fluorescent probe, transcriptome, transporters

## Abstract

Under fluctuating ambient conditions, the ability of plants to maintain hydromineral homeostasis requires the tight control of long distance transport. This includes the control of radial transport within leaves, from veins to mesophyll. The bundle sheath is a structure that tightly wraps around leaf vasculature. It has been suggested to act as a selective barrier in the context of radial transport. This suggestion is based on recent physiological transport assays of bundle sheath cells (BSCs), as well as the anatomy of these cells.

We hypothesized that the unique transport functionality of BSCs is apparent in their transcriptome. To test this, we compared the transcriptomes of individually hand-picked protoplasts of GFP-labeled BSCs and non-labeled mesophyll cells (MCs) from the leaves of *Arabidopsis thaliana*. Of the 90 genes differentially expressed between BSCs and MCs, 45% are membrane related and 20% transport related, a prominent example being the proton pump AHA2. Electrophysiological assays showed that the major AKT2-like membrane K^+^ conductances of BSCs and MCs had different voltage dependency ranges. Taken together, these differences may cause simultaneous but oppositely directed transmembrane K^+^ fluxes in BSCs and MCs, in otherwise similar conditions.

## Introduction

The bundle sheath (BS) has been suggested as a critical control point for the radial transport of water and solutes between leaf vasculature and leaf mesophyll (reviewed by Sack and Holbrook, 2006; Leegood, 2008). Notably, in the leaf veins of a variety of plant species, there is evidence of a barrier to free movement of water and solutes out of the xylem and into the mesophyll apoplast, as seen by the accumulation of tracers of apoplastic flow in the xylem (Karley *et al.*, 2000). With regard to water transport, the Arabidopsis BS has been referred to as a bottleneck (Ache *et al.*, 2010) and its properties as a xylem-mesophyll barrier to water have been demonstrated (Pantin *et al.*, 2012; Shatil-Cohen and Moshelion, 2012; Sade *et al.*, 2014). An additional manifestation of the apoplastic barrier-to-water properties of the BS is the natural phenomenon of guttation, whereby drops of xylem sap appear on the tips or edges of leaves, usually at dawn. This demonstrates the ability of the BS to withstand the positive root pressure created in the xylem sap during the night, preventing water from flooding the air spaces within the mesophyll, while allowing its release via hydathodes at the leaf edges as guttation drops. As the radial passage of water through the BS is negligible, it stands to reason that this pathway is also a barrier to the passage of minerals. These minerals must therefore cross the membranes of BS cells (BSCs) on their way from the dead xylem conduits to the mesophyll symplast. Similarly, metabolites, ions and water flow through the BS during phloem loading in source leaves and phloem unloading in sink leaves (reviewed by Wigoda *et al.*, 2014).

Indeed, the selectivity of the transport mechanisms in the BSCs plasma membrane appears to be crucial in determining which solutes enter and move through the leaf symplast. For example, the BS of the C3 plant banana favored the transfer of K^+^ from the xylem to the mesophyll but rejected Na^+^ (Shapira *et al.*, 2009). The banana leaf vascular system was also able to withhold excess boron from the mesophyll during the day and to extrude it at night at the lamina edges, where the marginal vein lacks a complete BS (Shapira *et al.*, 2013). This eventually lead to tissue damage at the lamina edge. Similarly, in the C3 plant Arabidopsis, when plants were fed with elevated amounts of boron concentrations, only the leaf edges were initially damaged by the excessive accumulation of boron near the hydathodes at the vein endings, presenting the classical symptoms of boron toxicity (Lamdan *et al.*, 2012). This therefore demonstrated that boron was excluded from the mesophyll by BSCs. Conversely, in a small fraction of Arabidopsis plants in which the BS had faulty barrier functionality, as demonstrated by spontaneously flooded leaf mesophyll in the morning (Shatil-Cohen and Moshelion, 2012), boron toxicity caused necrosis inside the leaf prior to damage appearing at leaf edges. Boric acid is a small, membrane-permeable uncharged molecule that can easily cross an artificial membrane designed to desalinate seawater (Nadav, 1999). However its passage from leaf vasculature to the rest of the leaf appears to be restricted, at least to regions where the bundle sheath is intact.

In addition, BSCs appear to possess unique metabolic and transport properties (reviewed by Leegood, 2008). For example, in response to excess light, the BSCs of Arabidopsis leaves express ascorbate peroxidase (APX2) and accumulate hydrogen peroxide, while the neighboring mesophyll cells (MCs) produce singlet oxygen and superoxide (Fryer *et al.*, 2002). Arabidopsis BSCs also had a higher K^+^ concentration than MCs (Conn and Gilliham, 2010). These unique properties of BSCs imply a selective, epithelial-like barrier between BSCs and their neighboring MCs. In spite of the realization of the importance of this tissue, there are still few in-depth studies of BSCs.

The transcriptomes of only a few cell types in the Arabidopsis leaf have been characterized so far. For example, guard cell expression profiles were compared with those of MCs, resulting in the identification of 64 transcripts expressed preferentially in the guard cells. These comparisons also revealed abscisic acid (ABA) modulation, at the transcript level, of many known guard cell ABA signaling components (Leonhardt *et al.*, 2004). Another study of Arabidopsis cell-specific transcripts provided the localization of approximately 1000 expressed genes to either pavement, basal or trichome cells (Lieckfeldt *et al.*, 2008). An additional study compared the transcriptomes from four cell types: provascular/procambial cells from developing leaf veins, mature vascular cells, mesophyll cells and guard cells (Gandotra *et al.*, 2013). In yet another study Aubry *et al.* (2014) compared transcripts in Arabidopsis BSCs that were associated with ribosomes and were therefore in the process of translation. This BSC ‘translatome’ was compared with the whole leaf translatome.

The ‘resting’ transcriptome of Arabidopsis leaf BSCs, which also includes transcripts not associated with ribosomes, is still unknown. We hypothesized that the special role attributed to the BS as a selective barrier to transport, as well as other potentially unique functions of BSCs, are reflected in the BSC transcriptome. Our results confirmed this hypothesis following a comparison of the transcriptomes of individually hand-picked protoplasts of BSCs and MCs, which was further supported by physiological assays. These results emphasize the potential importance of BSCs in leaf transport regulation.

## Materials and methods

### Plant material

Transgenic *Arabidopsis thaliana* ecotype Landsberg (Ler) plants expressing green fluorescent protein (GFP) under the scarecrow (SCR) promoter (SCR:GFP) were grown as described by Shatil *et al*. (2011), with visual validation of GFP fluorescence performed on each individual SCR:GFP plant. Protoplast isolation was described previously (Shatil-Cohen *et al.*, 2011; Shatil-Cohen *et al.*, 2014). Briefly, protoplasts were isolated from pieces of Arabidopsis leaf, a few millimeters in size, with the abaxial epidermis peeled off and subject to a 20 min exposure to cell-wall-digesting enzymes. This was immediately followed with a wash to remove the enzymes and a brief gravimetric collection of the dispersed protoplasts, without centrifugation, to minimize tissue damage.

### Collection of single protoplasts for RNA extraction

To limit variation in gene expression due to the circadian clock, all collections were performed between 10:00 AM to 1:30 PM. Single leaf protoplasts (Fig. 1) were collected manually with as little solution as possible using a homemade plastic suction pipette with a tip aperture of 200 µm (see Supplementary Protocols S1, Supplementary Fig. S1, Supplementary Movie S1 at *JXB* online), transferred into a 1.5 ml Eppendorf tube and flash-frozen in liquid nitrogen. The frozen samples were kept at -80ºC until further analysis.

### RNA extraction and amplification

#### RNA extraction

Total RNA was extracted from a pool of 20 single protoplasts of the same type using the ExpressArt LCM RNAready LCM RNA isolation kit (C#9001-A100, AmpTec, Germany) according to the manufacturer’s protocol, with the following exceptions: no vortex was used at any stage of the extraction to preserve RNA quality and a pooling procedure was included (Supplementary Protocols S2). RNA integrity was evaluated using an Agilent 2100 BioAnalyzer; the chip used was Eukaryote Total RNA Pico (Supplementary Fig. S2A). Only samples with good quality RNA were used.

#### RNA amplification and labeling

RNA was amplified three times. First, it was amplified twice using the ExpressArt mRNA amplification Pico kit (C#7399-A15, AmpTec, Germany). According to the manufacturer’s recommendation, the entire first amplification yield was amplified and only after the second amplification was the amplified RNA integrity further evaluated with the Agilent BioAnalyzer (Supplementary Fig. S2B). In the third round of amplification, RNA was labeled using the BioArray High Yield® RNA Transcript Labeling Kit (C#42655, Enzo Life Science, Inc.).

### Affymetrix array hybridization and evaluation

#### Array hybridization

Labeled RNA was hybridized to the Affymetrix GeneChip® Arabidopsis ATH1 Genome Array (ATH1-121501), at the Biological Services unit of the Weizmann Institute of Science, Israel. We used three biological replicates for each cell type, namely BSCs and MCs.

#### Array evaluation

Microarray analysis of Affymetrix CEL files was performed using Partek® Genomics Suite™, version 6.5 copyright 2010 (http://www.partek.com, last accessed 27 March 2017). Data were normalized and summarized with the robust multi-average method (Irizarry *et al.*, 2003). The gene expression data were then subject to ANOVA. Cluster analysis of the differentially expressed genes was obtained by Partek® Genomics Suite™ (using the cut-offs *P*<0.05 and absolute fold-change ≥1.5).

### Microarray gene expression data

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (Edgar *et al.*, 2002) and are accessible through GEO Series accession number GSE85463 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE85463).

### Gene ontology analysis

Gene ontology (GO) analysis of the differentially expressed gene set was carred out in comparison with the entire Arabidopsis genome. This was performed using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) online application (http://david.abcc.ncifcrf.gov, last accessed 27 March 2017) (Huang *et al.*, 2008; Huang *et al.*, 2009). Functional group categories with *P*<0.05 were considered signiﬁcantly enriched. Similar analysis was performed using other gene ontology tools, namely GOEAST (Zheng and Wang, 2008) and MapMan (http://mapman.gabipd.org/web/guest/mapman, last accessed 27 March 2017) (Thimm *et al.*, 2004).

 Inconsistencies regarding genes categorized as associated to GO:0022857 transmembrane transporter activity, according to TAIR or the DAVID application (Berardini *et al.*, 2004), were corrected manually. The added genes are marked within the relevant tables.

Venn diagrams were used to cross between the various gene sets (Venny, Oliveros JC, 2007; http://bioinfogp.cnb.csic.es/tools/venny/index.html, last accessed 27 March 2017). BioVenn was used to visualize area-proportional Venn diagrams (Hulsen *et al.*, 2008).

### Real-time PCR experiments

For quantitative real-time PCR (qRT-PCR), twice-amplified RNA (described in RNA extraction and amplification) from both cell types was reverse-transcribed into cDNA (iScript™ Advanced cDNA Synthesis Kit for qRT-PCR, Bio-Rad Laboratories, CA). Identical quantities of cDNA were used, as determined for each set of gene primers using a calibration curve. qRT-PCR was performed using a C1000 Thermal Cycler (Bio-Rad). Results were analyzed using Bio Rad CFX manager™ software. Dissociation curve analysis was performed at the end of each qRT-PCR reaction to validate the presence of a single reaction product and lack of primer dimerization. Expression levels of examined genes were normalized using two normalizing genes: *AT5G12240* and *AT2G07734*. Primers used for RT-PCR are detailed in Supplementary Protocols S3.

### Electrophysiological measurements

#### Protoplast selection

Individual BSCs protoplasts were selected for patch-clamp analysis based on their GFP fluorescence, with excitation at 490 nm and emission ≥535 nm, and their diameter being 25–30 µm. MCs were selected based on their lack of fluorescence and their diameter being 40–45 µm (as in Fig. 1 and in Shatil-Cohen *et al.*, 2011; Shatil-Cohen *et al.*, 2014). GFP-based selection was performed on a TMD-diaphot epifluorescence inverted microscope (Nikon, Japan) using light from a xenon lamp monochromator, Polychrome II (Till Photonics, Germany) included in the patch-clamp setup.

**Fig. 1.**
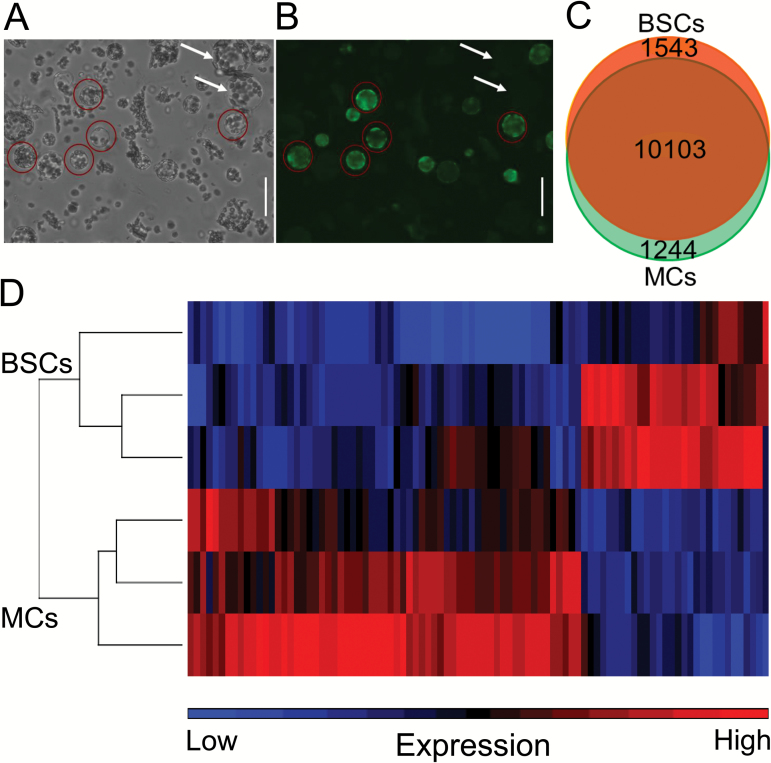
Genes expressed in BSCs and MCs. A. Isolated leaf protoplasts in white light. B. The same field of vision with the protoplasts excited by LED blue light (at 485 nm), showing protoplasts expressing GFP fluorescing green (at 520 nm). Red circles mark fluorescent BSCs. White arrows point to non-fluorescent MCs. Scale bar, 50 µm. (see Supplementary Protocols S1 for further details). C. An area-proportional Venn diagram of the genes expressed in BSCs and MCs at a level exceeding a threshold of log_2_(NREL)=2. Diagram generated using BioVenn. D. Heatmap of the 90 genes differentially expressed between BSCs and MCs, with expression levels of each gene (column) color-coded in each sample (row).

#### Pulse protocols and recording

Patch-clamp experiments were performed at a room temperature of 22–24 °C) using a Digidata 3122A interface, an Axopatch1C amplifier and pClamp 9 or 10 program suite, all from Axon Instruments (currently within Molecular Devices; https://www.moleculardevices.com/systems/axon-conventional-patch-clamp, last accessed 17 March 2017). This was used both for running the experiment and for analysis. Patch-clamp pipettes were pulled from borosilicate glass capillaries (Cat. #BF150-86-10, Sutter Instruments, Novato CA), ‘fire-polished’ against a heated filament, dipped in protamine sulfate (Sigma P-4380, 1% in water), dried and filled with an internal solution (see Solutions below). The pipette tip was then coated with wax. A drop with protoplasts was added to the bath solution (see Solutions below) in the bath. The protoplasts were allowed to settle for a few minutes. Whole-cell configuration was usually attained spontaneously without first obtaining a giga-seal. Holding the membrane at negative potentials frequently led to an increasing negative holding current and eventually to cell loss. Consequently a holding potential (E_H_) of 0 mV was selected. At E_H_ of 0 mV, the holding current usually decreased and stabilized within 10 min. Membrane currents were elicited from the protoplast membrane by repeated ‘sweeps,’ each containing 1 s long square voltage pulses decreasing from +120 mV to -160 mV at -20 mV steps. Each square pulse was followed by a 30 ms-long ramp, from +70 to -70 mV, referred to in the Results section as ‘G-V-testing ramp’. All of the aforementioned voltage values are nominal; the final analysis values were corrected for a liquid junction potential (LJP) of -23 mV (Supplementary Protocols S4, Fig. 4, Supplementary Fig. S3). The inter-sweep interval was 20–30 s. All experiments were performed in voltage-clamp mode. The capacitive transients were largely cancelled out using the compensatory circuit of the patch-clamp amplifier, with the series resistance (Rs) of the patch pipette compensated for at approximately 80%. The voltage error due to the residual Rs was less than 10% of the membrane potential. Currents were filtered at 500–1000 Hz and usually sampled at 2 kHz.

#### Analysis

All the membrane potential (E_M_) values mentioned in the results have been corrected for a LJP of -23 mV for the ‘low K^+^’ bath solution and -14 mV for the 30 mM K^+^ bath solution (Supplementary Protocols S4). The reversal potential (E_rev_) of the currents via channels activated by the square pulses was extracted from the intersection point of the currents elicited by the voltage ramps (arrowheads on the ramps in Supplementary Fig. S3). The membrane conductance (G) at the end of each pre-pulse, which therefore related to the E_M_ during that pulse, was obtained from the linear slope of the current-voltage (I-V) relationship during the subsequent brief G-V-testing ramp. G was divided by the protoplast’s surface area, yielding the specific conductance (G’) (Supplementary Protocols S4, Eq. S1). Individual G’-E_M_ relationships were fitted with the Boltzmann equation (Supplementary Protocols S4, Eq. S2; Hille, 2001). The individual best-fit values obtained from the fit were then averaged separately for each cell type. The fraction of open channels, P_O_, was calculated as in Supplementary Protocol S4, Eq. S3.

### Measurement of membrane fluorescence in individual protoplasts

For the ratiometric evaluation of protoplast membrane potential (Supplementary Protocols S5), we used the dual-excitation fluorescent dye di-8-ANEPPS (Pucihar *et al.*, 2009). The dye and pluronic acid, at final concentrations of 30 µM and 0.05% (w/v), respectively, were added to protoplasts bathing in a ‘low K^+^’ solution (see Solutions below). Here the protoplasts were incubated at 4°C for 12 min and then washed three times with the same solution without both the dye and pluronic acid. In some experiments, a ‘vanadate-10-K^+^ solution’ (see Solutions below), was used for washing and during the image acquisition. Images were acquired using an inverted epifluorescence microscope (Olympus-IX8 Cell-R; Olympus, Japan; http://www.olympus-global.com, last accessed 27 March 2017) equipped with a 40x objective with a numerical aperture of 1.15, a mercury lamp as an excitation light source and a CCD 12-bit Orca-AG camera (Hamamatsu, Japan; http://www.hamamatsu.com). One transmitted light image and two fluorescence images were acquired sequentially at two excitation wavelengths of 438 nm and 531 nm and at a single emission wavelength of 593 nm (Supplementary Fig. S4, Supplementary Protocols S5). The images were processed to yield a mean ratio (Supplementary Protocols S5).

### Solutions for protoplast isolation, electrophysiology and imaging

In all solutions listed below, pH was adjusted with an N-methyl D-glucamine base and osmolality was adjusted with D-sorbitol.

Wash solution: 1 mM CaCl_2_, 10 mM KCl, 6 mM MES, at pH 5.56 and osmolality 600 mOsm.

Enzyme solution: 0.8% (w/v) cellulose onozuka R-10 (Y), 0.1% pectolyase (Sigma), 0.5% bovine serum albumine. A powder of 0.5% polyvinylpyrrolidone was added to the wash solution immediately before use.

Bath ‘low K^+^ solution’: 5 mM KCl, 1 mM CaCl_2_, 4 mM MgCl_2_, 10 mM MES, at pH 5.6 and osmolality 435 mOsm.

Bath ‘30-K^+^ solution’: 25 mM K-gluconate, 5 mM KCl, 1 mM CaCl_2_, 4 mM MgCl_2_, 10 mM MES, at pH 5.6 and osmolality 435 mOsm.

Pipette ‘internal’ solution: 112 mM K-gluconate, 28 mM KCl, 4 mM MgCl_2_, 10 mM HEPES, at pH 7.5 and osmolality 480 mOsm. Just before the experiment, final concentrations of 2 mM K_2_-ATP and 2 mM K_4_-BAPTA were added to the pipette solution, resulting in a free Ca^2+^ concentration of <2 nM. The solution was filtered through a sterile 0.22 µm PVDF filter (Millipore, Ireland, SLGVO33RS).

K_2_ATP (Adenosine 5’-triphosphate; Sigma cat. #A-8937): a 200 mM stock solution was prepared using deionized distilled water, aliquoted and kept frozen at -20 ^o^C for up to a month.

K_4_BAPTA (K_4_-1,2-bis (o-aminophenoxy) ethane-N;N;N;N-tetraacetic acid; Sigma cat. #B-1204): a 200 mM stock solution was prepared using deionized distilled water, aliquoted and kept frozen at 20 ^o^C for up to a month.

‘Vanadate-10-K^+^ solution’: 1 mM Na_3_VO_4,_ 5 mM KCl, 5 mM KNO_3_, 1 mM CaCl_2_, 4 mM MgCl_2_, 10 mM MES, at pH 5.6 and osmolality 435 mOsm.

Vanadate (sodium orthovanadate, Na_3_VO_4_, BHD Chemicals Ltd. cat. #30194): the solution was depolymerized by boiling (https://www.wikiformulation.org/protocols/preparation-of-sodium-orthovanadate-solution/10011, last accessed 27 March 2017), aliquoted and kept frozen until use.

Di-8-ANEPPS (Enzo Life Sciences, Inc. cat. #ENZ-52204, Farmingdale, New York, USA): a 10 mM stock solution was prepared by adding 843 μL of DMSO to 5 mg of the dye. Aliquots of the stock solution were stored at -20 °C.

Pluronic acid (Sigma-Aldrich, cat. #F127): a 20% stock solution in DMSO (w/v) was kept in aliquots at -20 °C.

### Statistics

Means are presented with their standard errors unless indicated otherwise, with *n* indicating the number of cells averaged. Differences between means were deemed significant if, using a two-sided Students *t*-test, *P*<0.05.

## Results

### Isolation of ultra-pure MC and BSC protoplasts for transcription analysis

An essential requirement for obtaining an accurate transcriptional profile is the purity of the tissue or cellular source for RNA extraction. We therefore opted for a manual collection of individual protoplasts of non-fluorescing MCs and GFP-fluorescing BSCs with visual, cell-by-cell, validation of the collection purity. Subsequently, we extracted RNA from three batches of 20 protoplasts of each cell type (see Materials and methods). We used the Affymetrix ATH1 GeneChip, which contains probes for approximately 22 800 genes of Arabidopsis, to investigate the gene expression patterns of BSC genes compared to MCs. One RNA extract was used per microarray i.e. there were three biological repeats per a cell type.

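RNA of 3 BSC samples and 3 MC samples, each a batch of 20 protoplasts, was hybridized to 6 ATH1 arrays, here called BSC arrays 3, 5 and 7 and MC arrays 4, 6 and 8 after the numbers in their labels. The authors deposited log2 values per probe set, normalized and summarized with the robust multi-average method, and these log2(NREL) values were used as deposited. After 64 control probe sets were left out, 22746 Arabidopsis probe sets remained. Of these, 13436 were named through 1 gene of the array annotation, 49 more only through Data S1, and 9261 stayed without a name here. BSC array 7 stood apart from the other arrays: 78 of its probe sets had a log2(NREL) of at least 5, against 406 to 1157 on each of the others. Its bacterial spike-in control bioB was the brightest of the 6 arrays, with a log2 value of 9.14 against 5.30 to 7.32. The cell types were compared with limma, a linear model that shares information on the spread between probe sets, with Benjamini-Hochberg adjustment. The smallest p that an exact permutation of 3 arrays against 3 allows is 0.1, so no gene is given a permutation test. A gene is called higher or lower below where it passes an unadjusted p under 0.05 and an absolute fold change of 1.5 in limma. The adjusted p from limma was 1 for every gene named in the text, so each call rests on the unadjusted threshold.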

### Transcriptome of BSCs and MCs

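Most probe sets at the study's level for expressed genes, a log2(NREL) of 2, reached it in both cell types. This level was near the median of the means, 2 in BSCs and 1.98 in MCs. BSC array 7, with the fewest probe sets at 5 or above, had the most at 2 or above, 12627. BSC array 3 and MC array 6, with the most at 5 or above, had the fewest, 9286 and 9377. Reaching 2 therefore need not mean a detected transcript. A mean log2(NREL) of at least 2 was reached by 11310 probe sets in BSCs and 11028 in MCs, 12509 in all. Of these, 9829 (78.6%) reached it in both cell types, 1481 in BSCs only and 1199 in MCs only. Which cell type had more of its own turned without BSC array 7, with 1148 in BSCs only and 1934 in MCs only, and without MC array 6, with 1357 and 1668; without BSC array 3 there were 2195 and 1250. When every array of a cell type had to reach 2, 8529 probe sets remained and 68.4% of them were common, with 929 in BSCs only and 1770 in MCs only. Of 1917 probe sets with a mean of at least 3.5 in either cell type, 28.3% reached that level in 1 cell type only. The other ways to split the 6 arrays into 3 and 3 gave 22.7 to 52.4%, so the real split lay within their range. At a mean of at least 5 the share in 1 cell type only was 40.8%. By cell type, 225 reached 3.5 in BSCs only and 317 in MCs only. These 2 counts were 514 and 245 without BSC array 7, 406 and 178 without MC array 6 and 354 and 295 without BSC array 5, so that BSCs had more, and 195 and 614 without BSC array 3 and 200 and 500 without MC array 8.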

In total, we identified 12 890 expressed genes, of which 78% are common to the MC and BSC transcriptomes (Fig. 1C), with log_2_(normalized raw expression level), i.e. log_2_(NREL), ≥2. This threshold is well above background and was the median expression level in both cell types i.e. half of the genes had a log_2_(NREL) below two, and half above two. To compare the expression levels in the BSCs and MCs, we counted the expressed genes and grouped them according to their log_2_(NREL) (see explanation in Supplementary Fig. S5 legend). 

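Probe sets at low levels were similarly numerous in BSCs and MCs, and which cell type had more at the highest levels depended on the arrays used. Between a log2(NREL) of 1 and 2 there were 11436 probe sets in BSCs and 11718 in MCs, and between 2 and 3 there were 8712 and 8420. Between 4 and 5 the counts were 599 and 598. Between 7 and 8 they were 38 in BSCs and 86 in MCs, and between 8 and 9 they were 19 and 38. Without BSC array 7 the direction turned, with 119 and 86 between 7 and 8 and 61 and 38 between 8 and 9. In BSCs there were 16 and 5 in these 2 groups without BSC array 3, and 21 and 5 without BSC array 5; in MCs there were 53 and 25 without MC array 6. Single arrays of 1 cell type also differed: between 7 and 8, BSC array 3 had 206 probe sets, BSC array 5 had 89 and BSC array 7 had 1, against 52, 217 and 55 on MC arrays 4, 6 and 8.

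**Figure D1:**
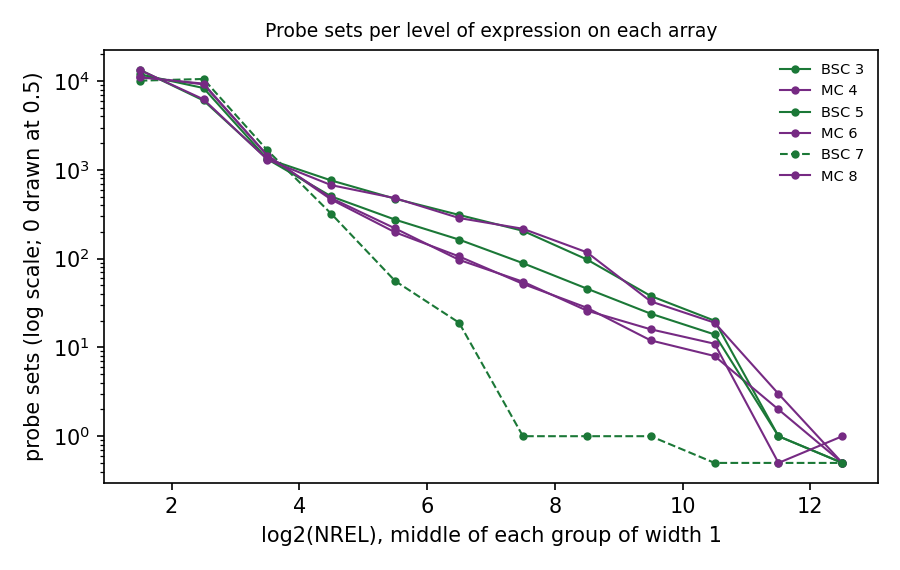
Number of probe sets (log scale) in each group of log2(NREL) of width 1 on the 6 arrays, BSCs in green and MCs in purple. BSC array 7 (dashed) has 1 probe set between 7 and 8, and BSC array 3 and MC array 6 have 206 and 217.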

The number of genes at each level-of-expression group i.e., with log_2_(NREL) between one and two, between two and three, and so on, was roughly similar in both cell types (Supplementary Fig. S5). We determined the non-stringent but still biologically meaningful cut-off threshold of at least 50% change in transcript level, with an absolute fold-change≥1.5 and *P* <0.05. Based on these cut-off values and using the Partek® Genomics Suite™, 90 genes showed differential expression between BSCs and MCs (Supplementary Data S1). About a third of these genes were expressed at a higher level in BSCs compared with MCs, while two thirds had a lower expression level in BSCs compared with MCs (Fig. 1D).

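Among the genes higher in BSCs were TOPP7, a protein phosphatase, with a log2 fold change of 1.33 (standard error 0.35), AT1G75510 with 1.36 (0.19) and AT1G67410 with 1.66 (0.52). Among those lower in BSCs were TAPX, the thylakoid ascorbate peroxidase, with -1.90 (0.49), SVP, a regulator of flowering time, with -1.96 (0.67), and 4CL5, a ligase of phenylpropanoid synthesis, with -1.85 (0.59). TOPP7, AT1G75510 and TAPX passed whichever array was left out. SVP did not pass without MC array 4, BSC array 5 or BSC array 7 (log2 fold change -2.09 to -1.62), 4CL5 without BSC array 5 or 7 (-1.80 to -1.63) and AT1G67410 without BSC array 3, MC array 4 or MC array 8 (1.53 to 1.68). Calls were also lost for AT1G75510 with a trended prior, AT1G75510 (1.62) after quantile normalization, and AT1G67410, SVP and 4CL5 in the methods' t-test. In limma 114 probe sets passed the thresholds of the study, 32 of them higher (28.1%) and 82 lower in BSCs; 103 of the 114 had no overlap between the arrays of both cell types, and of all probe sets 6% had none, where chance gives 10%. No probe set passed an adjusted p of 0.05 in limma or in the methods' t-test, and 365 and 515 had an unadjusted p under 0.05, where 1137 would be expected by chance. All 90 probe sets of Data S1 had the direction given there and 68 passed in limma; the study chose them on these samples, so they are not independent evidence. The methods' t-test gave 41 probe sets past the thresholds, 11 higher and 30 lower, 39 of them in Data S1. This is the Student's t-test that the paper's methods name for comparing means, used here per gene. The paper's own test for the arrays was an analysis of variance, which equals it only if cell type was the sole factor there. Of the 90 p values of Data S1, 78 were smaller than those of this t-test. A gene that did not pass the methods' t-test here may therefore have passed the paper's own test. Without BSC array 7 most calls were higher in BSCs, 335 against 83 lower, and without BSC array 3 there were 50 higher and 199 lower.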

### Functional differentiation between BSCs and MCs

We performed gene ontology (GO) analysis for functional enrichment on the above 90 genes (Fig. 2). This was performed using the DAVID online application (Huang *et al.*, 2008, 2009). Of the genes that showed differential expression between BSCs and MCs, 45% were related to the membrane (GO:0016020) and 32% were associated with the chloroplast (GO:0009507). Most of the genes associated with chloroplast functionality were expressed at lower levels in BSCs compared with MCs (Fig. 2), which is in accordance with the lower numbers of chloroplasts found in BSCs when compared with MCs in Arabidopsis (Kinsman and Pyke, 1998; Shatil-Cohen *et al.*, 2011). 

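Genes of the photosynthetic apparatus with a named probe set had lower mean levels in BSCs than in MCs. PSAH-1, a subunit of photosystem I, had a log2(NREL) of 5.49 ± 2.50 (SD, n = 3 arrays) in BSCs and 8.23 ± 0.85 (SD, n = 3) in MCs. NPQ4, needed for non-photochemical quenching, was at 6.35 ± 2.02 and 8.62 ± 1.14 (SD, n = 3 each), LHCA3, a light-harvesting protein of photosystem I, at 5.80 ± 1.87 and 7.68 ± 1.21, and the Calvin cycle enzyme PRK at 4.34 ± 1.87 and 6.40 ± 1.23. All 20 named members of 5 nuclear lists (photosystem I, light-harvesting complex, photosystem II, electron transport and ATP synthase, and Calvin cycle) had a lower mean in BSCs, also after quantile normalization. In this order, 3 of 13, 5 of 20, 6 of 13, 3 of 11 and 3 of 20 listed genes were named, and the others were not examined. The median log2 fold change of the 20 was -1.61, and 0 of them passed the thresholds of the study in limma and in the methods' t-test. After quantile normalization 8 passed, and 8 did without BSC array 3 and 3 without MC array 8. With array weights 4 passed, and the median was -0.78 with a negative log2 fold change for 17 of the 20. With BSC array 7 and MC array 8 as a block, a setting chosen after the data were seen, 9 passed. Adjusted over the list alone, 0 members of each list had an adjusted p under 0.05. Of the 20, those named only through Data S1 were chosen by the study on these samples and are not independent evidence of direction; the other 13 had a median of -1.40. As sets, camera with a preset correlation of 0.01 gave adjusted p values of 0.00656 for photosystem I, 0.00196 for the light-harvesting complex, 0.000214 for photosystem II, 0.0247 for electron transport and 0.0247 for the Calvin cycle. None of the 5 held with an estimated correlation (adjusted p = 0.362 with an estimated correlation for each), nor with members named by the array annotation only, a choice made after the data were seen (adjusted p = 0.0781, 0.0728, 0.066, 0.189 and 0.066 in the same order; the Calvin cycle list had the same members in both, and its p was adjusted among the other lists). BSC array 7 had the lowest median level of these genes, 2.85, against 6.16 and 5.18 on the other BSC arrays and 6.02, 7.96 and 5.34 on the MC arrays. This array also had the smallest log2 difference between the 3-prime and 5-prime control probe sets of GAPDH, 0.35 against 1.10 to 2.39 on the others, and of ubiquitin, 0.90 against 3.63 to 4.50; for actin it lay within their range. Without it the median log2 fold change was -0.66 and negative for 18 of the 20, and without MC array 6 it was -1.03 and negative for 17. The paper relates the lower levels of genes tied to chloroplast function to the lower number of chloroplasts in BSCs.

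**Figure D2:**
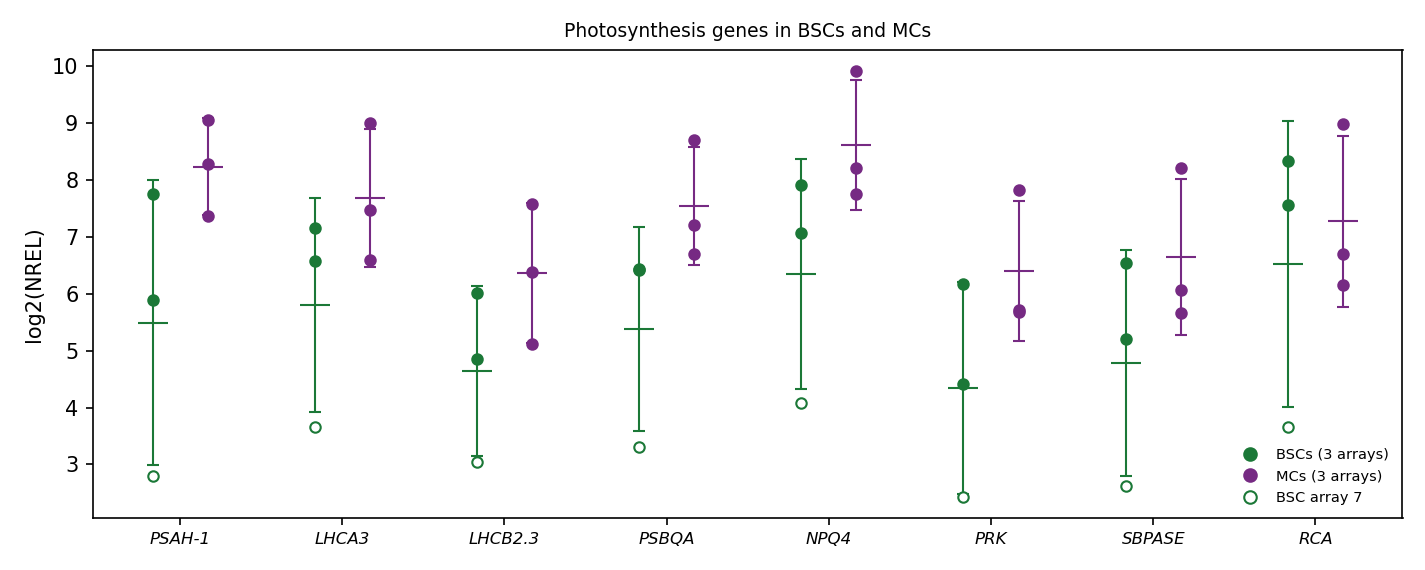
log2(NREL) of 8 photosynthesis genes on each of 3 BSC arrays (green) and 3 MC arrays (purple), with mean and SD. The open circle is BSC array 7, which is the lowest point of every gene shown; for PSAH-1 it lies at 2.80.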

Interestingly, a few genes associated with chloroplast functionality had a higher expression in BSCs when compared with MCs (Fig. 2). These genes were: (a) *DIN10* (*AT5G20250*), which showed a fold change of 5.63, with *P*=0.035. It encodes a member of the glycosyl hydrolase family 36 and is located in the chloroplast; (b) *CRR2* (*AT3G46790*), which showed a fold change of 2.34, with *P*=0.032. It encodes a protein involved in the maturation steps i.e. inter-genic processing, of chloroplast RNA and is essential for the translation of NADH dehydrogenase ND2 (Hashimoto *et al.*, 2003); (c) two non-annotated genes identified by the same probe, *AT4G31030*, which encodes a putative mitochondrial membrane lipoprotein and *AT4G31040*, which encodes a CemA-like proton extrusion protein-like protein. Together these two genes showed a fold change of 4.54, with *P* =0.031.

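DIN10, a dark-inducible glycosyl hydrolase, CRR2, a factor of chloroplast RNA processing, and the probe set shared by AT4G31030 and AT4G31040 were higher in BSCs. DIN10 had a log2(NREL) of 5.88 ± 1.91 (SD, n = 3) in BSCs and 3.39 ± 0.20 (SD, n = 3) in MCs, a log2 fold change of 2.49 (standard error 0.93). CRR2 was at 2.83 ± 0.71 and 1.60 ± 0.05, a log2 fold change of 1.23 (0.35). For the shared probe set, whose signal cannot be divided between its 2 genes, the levels were 4.43 ± 1.36 and 2.24 ± 0.14, a log2 fold change of 2.18 (0.66). For each of the 3 probe sets all BSC arrays were above all MC arrays. CRR2 passed whichever array was left out, the shared probe set did not without BSC array 3 or MC array 4 (log2 fold change 2.01 to 2.12), and DIN10 passed only when BSC array 7 was the one left out (3.59; 1.91 to 2.61 without each of the others). DIN10 and the shared probe set did not pass the methods' t-test at the thresholds of the study, which is not the paper's analysis of variance.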

**Fig. 2.**
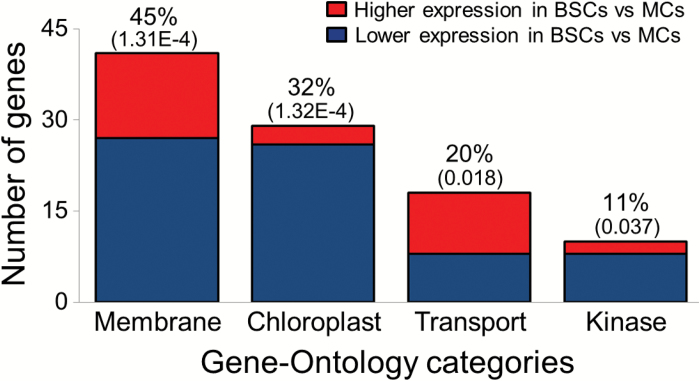
Enriched gene ontology (GO) functional categories of genes differentially expressed between BSCs and MCs. Columns: the number of differentially expressed genes in each enriched functional category. Above each column, the numbers of these genes out of the total pool of 90 differentially expressed genes are shown as percentages. The *P*-value for each enriched GO category is also shown in parentheses above each column. Colors show the proportions of genes with higher or lower expression in BSCs versus MCs in each category. Note that a gene may appear in more than one functional category.

A fifth of the genes that showed differential expression between BSCs and MCs were associated with transport (GO:0006810; Fig. 2). Of these, two-thirds were associated with transporter activity (GO:0005215; Supplementary Table S1).

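Of the 12 genes of Table S1, 10 passed the thresholds of the study in limma; the study chose the list on these samples, so it is not independent evidence. AT5G01340, of the mitochondrial carrier family, was higher in BSCs, at 3.44 ± 0.93 (SD, n = 3) against 2.11 ± 0.03 in MCs, as was XPO1A, an exportin, at 2.74 ± 0.30 against 2.10 ± 0.09. Lower in BSCs were VHA-A1, a subunit of vacuolar-type proton pumps, with a log2 fold change of -0.65 (standard error 0.17), EMB2289 with -0.79 (0.24), AT2G47490 with -0.71 (0.21) and AT2G38410 with -0.91 (0.35). Outside Table S1, the pump genes VHA-A2 (0.71) and VHA-A3 (0.55) had higher means in BSCs and did not pass. Without BSC array 7, VHA-A2 passed (1.19). AHA2 and AT5G17850 did not pass. The calls of XPO1A (log2 fold change 0.50), VHA-A1 (-0.56) and EMB2289 (-0.69) ended without BSC array 3, those of VHA-A1 (-0.53) and EMB2289 (-0.56) without MC array 6, and those of EMB2289 (-0.77) and AT2G47490 (-0.63) without BSC array 5. AT2G38410 passed only without MC array 8 among the arrays left out (-0.92 to -0.65 without each of the others), and AT5G01340 only without BSC array 3 or 7 (1.26 to 1.34 without each of the others). No longer past the thresholds were AT5G01340 and AT2G38410 in the methods' t-test, XPO1A (0.34) and VHA-A1 (-0.43) with array weights, AT2G47490 with a trended prior, AT2G38410 (-0.91) after median centring, and AT2G38410 (-0.95) after quantile normalization.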

Ten genes, making up 11% of the differentially expressed genes, had functionality associated with protein kinase activity (GO:0004672; Fig. 2). Of these 11 genes, eight genes had lower expression levels in BSCs compared with MCs. 

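Among the protein kinases lower in BSCs, GSO1, a receptor-like kinase, was at 2.18 ± 0.07 (SD, n = 3) in BSCs and 4.71 ± 1.79 (SD, n = 3) in MCs, a log2 fold change of -2.52 (standard error 0.87). STN8, a thylakoid kinase that phosphorylates photosystem II proteins, had -1.17 (0.45), and CSK, the chloroplast sensor kinase, had -0.68 (0.15). The receptor-like kinases CCR3 and ATPERK1 had -0.66 (0.15) and -0.61 (0.15). These 5 were taken as kinases from their titles in Data S1, after its values had been seen, and all 5 passed the thresholds of the study in limma; the study chose them on these samples, so they are not independent evidence. GSO1 did not pass without any one BSC array (-2.55 to -2.48), CSK without BSC array 5 (-0.57), CCR3 without MC array 4 (-0.53) and ATPERK1 without MC array 4 or BSC array 7 (-0.55 to -0.48). STN8 passed only without MC array 8 among the arrays left out (-1.31 to -0.75 without each of the others). Other settings ended the calls of GSO1 and STN8 in the methods' t-test, STN8 with a trended prior, STN8 (-1.17) after median centring, STN8 at a mean of at least 3, and ATPERK1 (-0.51) with array weights.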

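The receptor kinase gene AT5G38560 had a log2(NREL) of 2.46 ± 0.21 (SD, n = 3) in BSCs and 1.80 ± 0.05 (SD, n = 3) in MCs, a log2 fold change of 0.66 (standard error 0.13). AT3G28040 was at 2.81 ± 0.46 and 2.10 ± 0.25, a log2 fold change of 0.70 (0.27). Both passed the thresholds of the study in limma. AT5G38560 did not pass without BSC array 3 (0.55), and AT3G28040 did not without any one of the other arrays (0.49 to 0.79), and calls ended for AT5G38560 (0.47) with array weights, AT3G28040 in the methods' t-test, AT3G28040 (0.95) after quantile normalization, and AT3G28040 at a mean of at least 2.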

Only two genes in this group were expressed at a higher level in BSCs: *PERK8* (*AT5G38560*), which encodes a proline-rich extensin-like receptor kinase and showed a fold change of 1.58, with *P*=0.008, and a non-annotated gene (*AT3G28040*), which encodes a leucine-rich receptor-like protein kinase and showed a fold change of 1.63, with *P* =0.045.

Functional enrichment was re-analyzed using other gene ontology tools, such as GOEAST and MapMan (Supplementary Fig. S6). The results of these analyses are consistent with those of the analysis performed using the DAVID online application.

### Transporter gene classification by expression level

We analyzed all the genes that are functionally associated with transmembrane transporter activity (GO:0022857, according to TAIR) and examined their averaged log_2_(NREL) in the three replicates (microarrays) for each cell type (Fig. 3A, B). We recognized 862 genes related to transmembrane transporter activity (GO:0022857); henceforth referred to astransporter genes, TGs. These genes comprise 95% of the 906 genes of this functionality that could have potentially been recognized by the Affymetrix ATH chip (which is less than the 1018 known genes related to transmembrane transporter activity, GO:0022857, in the TAIR Gene Ontology database).

**Fig. 3.**
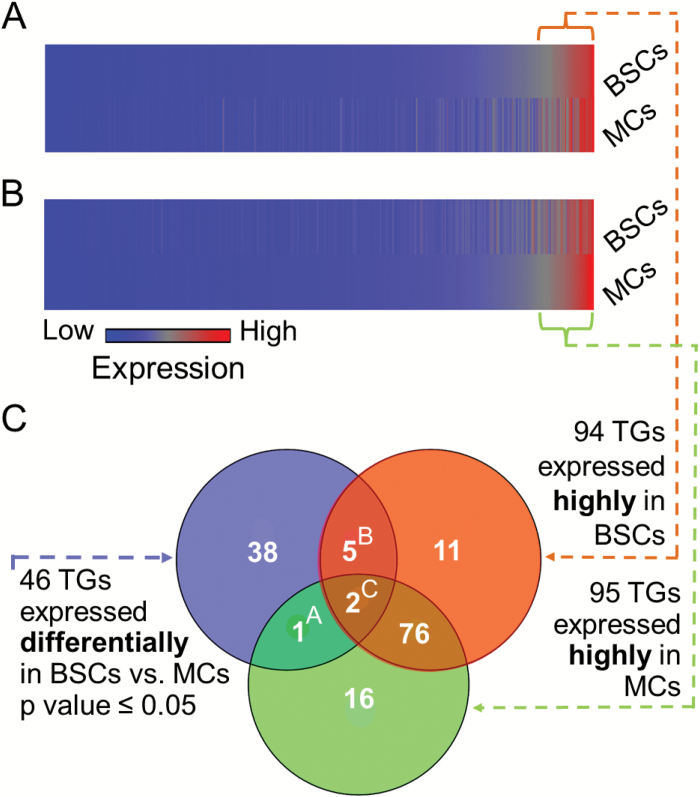
Identifying transporter genes with high expression levels. Color-coded representation of mean log_2_(NREL) of 862 transporter genes (TGs) associated with transmembrane transporter activity (GO:0022857). A column across the whole bar represents a single TG in both cell types. A. The 862 TGs sorted in BSCs according to descending expression levels. The bracket marks the highly expressed TGs with a log_2_(NREL)≥3.5. B. The same as in A but for TGs sorted in MCs. C. Venn diagram of TGs differentially expressed between BSCs and MCs and of the highly expressed TGs in BSCs and MCs. Numbers in circles are the number of genes in each set. Superscripts refer to subsets of TGs listed in Supplementary Table S2. The dashed arrows are to aid visualization.

We sorted the 862 TGs according to their mean log_2_(NREL), in BSCs (Fig. 3A, top half-bar) and in MCs (Fig. 3B, bottom half-bar). Note that both cell types exhibit a similar distribution pattern when sorted according to gene expression level. Thus, in both MCs and BSCs, about 10% of the 862 recognized TGs were highly expressed, with log_2_(NREL)≥3.5, while about 90% of the recognized TGs had low expression levels, with log_2_(NREL)≤3.5 (Fig. 3A, B). Importantly, 30% of the most highly expressed transporter genes, 33 out of 111 genes, are different between the BSCs and MCs (Fig. 3C).

### Transporter genes expressed differentially between BSCs and MCs

We re-analyzed those of the 862 TGs, which were expressed differentially between BSCs and MCs, with a cut-off of *P*≤0.05 but without a restriction on fold change. This resulted in 46 genes (Fig. 3C). Of these 46 TGs, 19 TGs had lower expression levels in BSCs compared with MCs, while 27 had higher expression levels in BSCs compared with MCs (Supplementary Table S2). 

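Of the transporter genes of Table S2 with a small difference, AT3G23550 was at 2.21 ± 0.07 (SD, n = 3) in BSCs and 1.90 ± 0.05 in MCs, with an unadjusted p under 0.05 in limma and a fold change below 1.5. The glutamate receptor gene GLR3.6 (2.11 ± 0.05 and 1.96 ± 0.03), the zinc transporter gene ZIP6 (1.97 ± 0.02 and 2.03 ± 0.03) and SWEET10, of a family of sugar transporters (2.24 ± 0.03 and 2.36 ± 0.08), had no overlap between the cell types and did not pass in limma, nor did AT1G71870 (log2 fold change 0.17), AT3G03620 (-0.21) and AT2G04620 (-0.24). For 21 of the 46 genes a probe set was named here, and all 21 had the direction that the table gives, 12 with a higher and 9 with a lower mean in BSCs. At an unadjusted p of at most 0.05 in limma there were 12, of which 7 had a higher and 5 a lower mean in BSCs, and 11 in the methods' t-test. Adjusted over the list alone, 0 of the 21 had an adjusted p under 0.05; the study chose the list on these samples, so it is not independent evidence. The remaining genes of the table were not analysed here. Without BSC array 5 the count at the unadjusted threshold was 5, and without MC array 4 it was 7.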

Approximately 89% of the genes with the higher expression levels in BSCs were related to the membrane and five of these genes were directly related to proton transport, namely *AHA2* (*AT4G30190*), *ZIFL1 (AT5G13750*), *ATSUC8* (*AT2G14670*), *CHX24* (*AT5G37060*), and *CHX14* (*AT1G06970*).

To examine the expression levels of these 46 transporter genes, we crossed this set with the sets of transporter genes that showed high expression levels i.e. mean log_2_(NREL)≥3.5), in each cell type (Fig. 3A, B). Among the TGs that showed differential expression between BSCs and MCs, we identified three groups: group A (Fig. 3C, Supplementary Table S2) contained only the voltage-gated anion channel gene *VDAC3*, which was expressed at a high level only in MCs; group B (Fig. 3C, Supplementary Table S2) contained five genes, which were expressed at a high level only in BSCs. This group included *PDE318*, which encodes a ferrous iron transmembrane transporter; *RAN1*, which encodes a copper-transporting ATPase; and three non-annotated genes, *AT5G17850*, which encodes a sodium/calcium exchanger; *AT5G19500*, which encodes a putative chloroplast-localized amino acid transporter; and *AT5G05310*, which encodes an ATP/ADP translocase; group C (Fig. 3C, Supplementary Table S2) contained two genes, which were expressed at a high level in both BSCs and MCs. This group included *ATTIM17-1*, which encodes a subunit of a translocase complex of the mitochondrial inner membrane and *AHA2*, which encodes a proton-exporting ATPase of the plasma membrane.

 

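VDAC3, a voltage-dependent anion channel of group A, was at 2.60 ± 0.79 (SD, n = 3) in BSCs and 4.54 ± 0.75 (SD, n = 3) in MCs, and was lower in BSCs (log2 fold change -1.94, standard error 0.53). In group B, PDE318 had 4.95 ± 1.47 in BSCs against 2.94 ± 0.48 in MCs and the copper-transporting ATPase RAN1 had 3.52 ± 0.66 against 2.52 ± 0.17, both higher in BSCs. The group B genes AT5G19500 (3.88 ± 0.27 and 3.35 ± 0.31), AT5G05310 (3.59 ± 0.23 and 3.15 ± 0.19) and AT5G17850 (log2 fold change 1.60, standard error 1.11) did not pass the thresholds of the study in limma. In group C, AHA2 had a mean log2(NREL) of 5.46 in BSCs and 3.81 in MCs. ATTIM17-1, a subunit of the mitochondrial inner membrane translocase, had 2.90 ± 0.36 and 2.09 ± 0.08 and was higher in BSCs (log2 fold change 0.81, standard error 0.19). VDAC3 and ATTIM17-1 passed whichever array was left out, PDE318 only without BSC array 7 (2.85; 1.54 to 2.26 without each of the others) and RAN1 only without BSC array 7 or MC array 6 (0.76 to 0.97 without each of the others). AT5G17850 passed without BSC array 7 (2.68) and AT5G19500 without MC array 8 (0.69). The call was lost for PDE318 and RAN1 in the methods' t-test, PDE318 (2.00) after median centring, and RAN1 at a mean of at least 3.

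**Figure D3:**
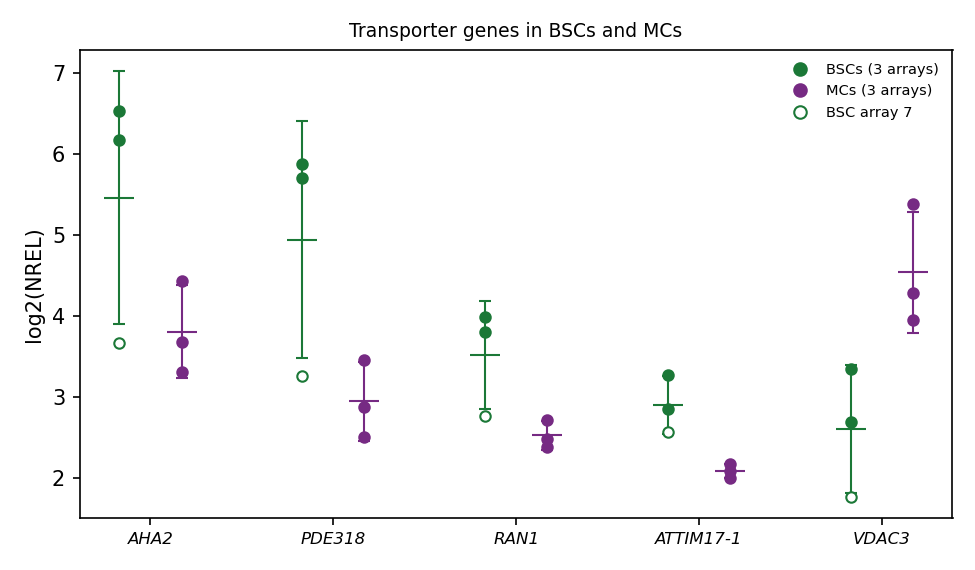
log2(NREL) of 5 transporter genes on each of 3 BSC arrays (green) and 3 MC arrays (purple), with mean and SD. The open circle is BSC array 7, which lies below the other BSC arrays for each of the 5 genes; for VDAC3 it is at 1.77.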

The relative levels of *AHA2* in the BSCs and MCs and in the microarray analysis were closely replicated by qRT-PCR (Supplementary Fig. S7), which was performed on twice-amplified RNA from the BSCs and MCs. The differential expression of additional representative genes was also verified by qRT-PCR; namely *PSBQA* that shows elevated expression in MCs, *RAN1* that shows elevated expression in BSCs and *AT2G32170* that shows similar expression in both cell types.

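On the arrays PSBQA, a subunit of the oxygen-evolving complex of photosystem II, had a log2(NREL) of 5.38 ± 1.80 (SD, n = 3) in BSCs and 7.53 ± 1.04 (SD, n = 3) in MCs. All BSC arrays lay below all MC arrays, with a log2 fold change of -2.16 (standard error 1.00) that did not pass the thresholds of the study in limma. Without BSC array 7 it was -1.12. AT2G32170 was at 1.78 ± 0.19 and 1.70 ± 0.10, a log2 fold change of 0.09 with a 95% confidence interval from -0.24 to 0.42.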

### Physiological differences between BSCs and MCs

#### A. Comparison of ion channel activity in BSCs and MCs from patch-clamp assays

Based on the observed difference in K^+^ accumulation in BSCs and MCs (Conn and Gilliham, 2010), we expected a difference in K^+^ transporters, possibly even in K^+^ channel transcript levels. We found a significant but small difference of less than 1.5-fold in the expression of two K^+^ carriers from the AtT2/KUP family (Supplementary Table S2). These K^+^ carriers were more prevalent in the BSCs: *AtKT2* (*AT2G40540*) was 1.11-fold higher in the BSCs than in the MCs and *KUP11* (*AT2G35060*) was 1.10-fold higher in BSCs than in MCs (Supplementary Table S2).

Using the threshold of a 1.5-fold difference, we found no difference in transcript levels of K^+^ transporters, including K^+^ channels (Supplementary Table S3). However there was a difference in the transcripts of kinases (Fig. 2).

With regard to K^+^ channels, we wondered whether post-translational channel modulation, rather than transcript levels, distinguishes between the cell types. For example, channel activity may be modulated differently in the two tissues by kinases and/or by AT1G49740, a PLC-like phosphodiesterase with phospholipase C activity. 

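AT1G49740, the gene of a phospholipase C-like phosphodiesterase, had a log2(NREL) of 2.90 ± 0.44 (SD, n = 3) in BSCs and 2.16 ± 0.21 (SD, n = 3) in MCs. It was higher in BSCs, with a log2 fold change of 0.74 (standard error 0.25), and each BSC array was above each MC array. It did not pass the methods' t-test at the thresholds of the study, nor limma without BSC array 3 or 5 or MC array 6 or 8 (log2 fold change 0.56 to 0.77).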

The expression level of AT1G49740 was 67% greater in BSCs than in MCs, with a fold change of 1.67 and *P*=0.036. AT1G49740 could therefore cause a difference in the lipid composition of the membranes of BSCs and MCs, possibly leading to differences in channel activity (see for example Liu *et al.*, 2005; Ma *et al.*, 2009; Wigoda *et al.*, 2010). We therefore compared ion channel activity in protoplasts similar to those used for the transcript analyses. We focus here on time-dependent currents activated by hyperpolarizing potentials and deactivated by depolarizing potentials.

### BSC and MC membrane currents

The mean diameter of the isolated BSC protoplasts selected for these experiments was 27.4 ± 1.2 µm ±SD (*n*=12), which is similar in size to that used by Shatil-Cohen *et al.* (2011). The mean diameter of the isolated MCs protoplasts was 43.5 ± 2.4 µm ±SD (*n*=6). We studied the ion fluxes in membranes of isolated protoplasts using patch-clamp in the whole-cell configuration. In the exploratory phase where the holding current was close to null and stable, we set the E_H_ at -23 mV, which was already corrected for the LJP (see Materials and methods; Supplementary Fig. S3A). These conditions were optimal for most cells and were therefore used as routine to ensure consistency. We applied voltage pulses and measured the current carried by ions moving through channels in the plasma membrane. In some cells, voltage pulses to potentials more positive than the E_H_ evoked time-dependent outward (positive) currents that decayed, i.e. deactivated, during the constant voltage. Voltage pulses to potentials more negative than the E_H_ evoked inward (negative) increasing time-dependent currents. This was true of protoplasts from both cell types (Supplementary Fig. S3B).

### Channel selectivity

The current linearity during the fast G-V-testing voltage ramp demonstrated that its brevity was sufficient to avoid any change in the number of open channels during the ramp (Supplementary Fig. S3C). Thus, the different slopes of the current ramps during the same applied voltage ramp were due to the different fractions of these channels opened by the pre-pulses (Supplementary Fig. S3B). The E_M_ at the crossover point of the current-ramps (Supplementary Fig. S3C, arrowheads), at which the currents were equal irrespective of the number of the pre-opened channels, was the reversal potential (E_rev_) of the current through these open channels.

The mean E_rev_ was -31 ± 7 mV ±SD (*n*=7), which was considerably more depolarized than the calculated K^+^ equilibrium (Nernst) potential (E_K_) of -81 mV in these experimental solutions. All other ions in the experimental solutions had calculated Nernst potentials ≥0: the calculated chloride ion equilibrium potential (E_Cl_) was +21 mV, the calculated calcium ion equilibrium potential (E_Ca_) was +176 mV, and the calculated magnesium ion equilibrium potential (E_Mg_) was 0 mV. In light of this, we can conclude that the membrane permeability when the channels were open was dominated by permeability to K^+^.

Elevating K^+^ concentration in the bath from 5 mM to 30 mM using the ‘30-K^+^ solution’ (see Materials and methods), shifted the calculated E_K_ to -38 mV, while the calculated Nernst potentials for all other permeant ions remained unchanged. The mean E_rev_ shifted by 14 mV to -17 ± 2 mV ±SD (*n*=9). Although the E_rev_ was still more depolarized than the E_K_, both the shift (*P*<0.001) and the fact that the E_rev_ was negative (*P*<0.01) indicated that during the hyperpolarizing pulses the membrane permeability was dominated by permeability to K^+^.

### Channel maximum conductance and gating properties

The steady-state voltage dependence of the specific membrane conductance, the G’-E_M_ relationship (Fig. 4A), was obtained by plotting the slopes of the current-voltage relationship during the brief G-V-testing ramp (Supplementary Fig. S3C), normalized to the protoplast surface area (Supplementary Protocols S4, Eq. S1), against the E_M_ during the preceding pre-pulse.

The individual protoplast sigmoidal G’-E_M_ relationships were fitted with the Boltzmann equation (Fig. 4A; Supplementary Protocols S4, Eq. S2). This yielded the asymptotic, voltage-invariant best-fit basal conductance (G’_b_) and the maximum attainable conductance (G’_max_) (Supplementary Protocols S4), which were for BSCs 0.8 ± 0.14 and 1.75 ± 0.39 mS^.^cm^-2^ ±SE (*n*=8), respectively, and for MCs 0.43 ± 0.15 and 1.15 ± 0.35 mS^.^cm^-2^ ±SE (*n*=4), respectively. The mean of differences between the individual G’_b_ and G’_max_ (G’_max_net_) was 0.95 ± 0.33 and 0.72 ± 0.25 mS^.^cm^-2^ for BSCs and MCs, respectively.

**Fig. 4.**
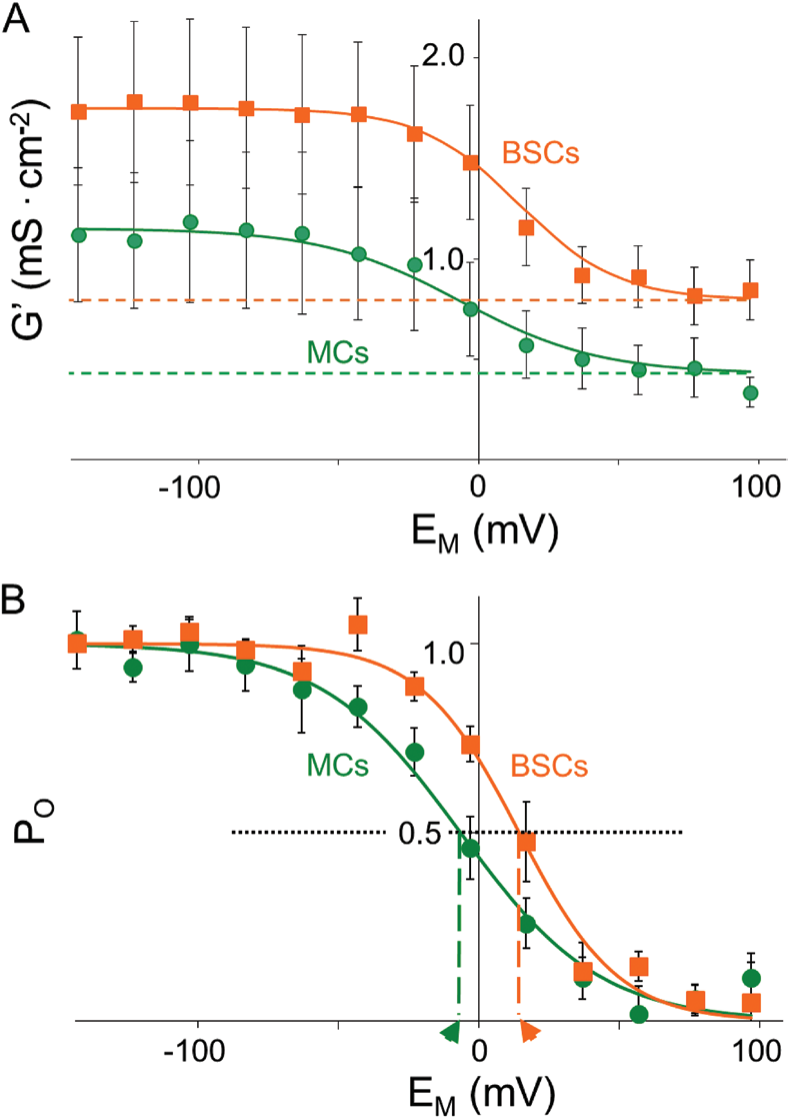
Channel gating properties in BSCs and MCs. A. Steady-state conductance-voltage (G’-E_M_) relationships. Squares and circles denote the mean ±SE specific membrane conductance (G’) for BSCs (*n*=8) and MCs (*n*=4), respectively. These were calculated from at least four independent experiments using Eq. S1 (see Supplementary Protocols S4). The solid line values were calculated using Eq. S2 (see Supplementary Protocols S4) using the mean Boltzmann best-fit parameters for BSCs or MCs. The horizontal dashed lines indicate the fitted basal G’ values. B. Voltage dependence of the fraction of open channels i.e. P_O_-E_M_ relationships. Squares and circles denote mean ±SE P_O_ for the cells in A. The solid line values were calculated using Eq. S3 (see Supplementary Protocols S4) using the mean best-fit z and E_1/2_ for BSCs or MCs, as in A. Horizontal dotted line denotes P_O_=0.5. Vertical dashed lines and arrowheads denote E_M_=E_1/2_.

The other two best-fit parameters, E_1/2_ and z, reflect the voltage dependence of G’ i.e. of channel gating (Supplementary Protocols S5, Eq. S2), and were 14.5 ± 4.5 mV and 1.46 ± 0.18 for BSCs, respectively, and -6.5 ± 3.5 mV and 1.03 ± 0.4 for MCs, respectively.

Thus, while G’_max_net_, G’_b_, and z did not differ between the two cell types, E_1/2_ was 21 mV more positive in BSCs compared with MCs (*P*<0.001). This 21 mV difference in E_1/2_ means that for a given membrane potential, except at the plateau, a larger fraction of the channels in BSCs are open when compared with the fraction of channels open in MCs (Fig. 4B).

#### B. Comparison of membrane potentials using ratiometric fluorescence imaging

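AHA2, a proton pump of the plasma membrane, had a fold change of 3.15 between BSCs and MCs, a log2 fold change of 1.66 (standard error 0.80, 95% confidence interval -0.33 to 3.65). Its log2(NREL) was 6.54 on BSC array 3, 6.18 on BSC array 5 and 3.67 on BSC array 7, and 3.68, 4.43 and 3.30 on MC arrays 4, 6 and 8, so that BSC array 7 lay within the range of the MC arrays. AHA2 did not pass the thresholds of the study in limma. Without BSC array 7 it passed, with a log2 fold change of 2.55, and it also passed after quantile normalization (1.56) and with arrays weighted by their spread (2.47). No other plasma membrane proton ATPase of the 11 listed had a named probe set here. For AHA2 the paper also reports qRT-PCR with relative levels close to those of the arrays, which was not examined here.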

Our transcriptome data revealed over a three-fold higher transcript level of AHA2 in BSCs compared with MCs. We therefore hypothesized that BSCs would also have higher hydrogen ion-pumping activity across the plasmalemma and consequently a more hyperpolarized membrane potential, especially when bathed in the same medium. To test this hypothesis, we assayed the membrane potential ratiometrically, using the fluorescent potentiometric dye di-8-ANEPPS (see Materials and methods).

As we expected, the fluorescence imaging of stained protoplasts yielded different results for the two cell types: the calculated ratio values were higher for the MCs than for the BSCs (Fig. 5). Lower ratio values correspond to lower i.e. more hyperpolarized transmembrane potentials (Zhang *et al.*, 1998; Breygina *et al.*, 2009; Pucihar *et al.*, 2009; Bachtel *et al.*, 2011). The lower ratio values in BSCs was therefore consistent with our hypothesis that BSCs have a more hyperpolarized E_M_ than MCs.

**Fig. 5.**
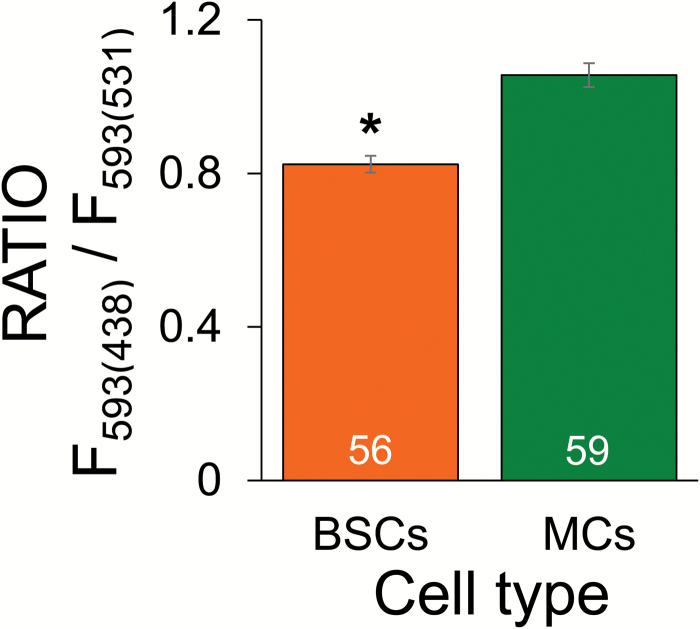
Membrane fluorescence ratio determined for BSC and MC protoplasts stained with the potentiometric probe di-8-ANEPPS. The mean ±SE fluorescence ratio values from the indicated number of protoplasts of each cell type in six independent experiments. Imaging was carried out by sequential excitation at 438 nm and 531 nm with emission at 593 nm. Note the smaller ratio for the BSCs, *P*<0.001.

We performed additional experiments to rule out the possibility that the different ratio values are due to other cell-type dependent properties, such as membrane composition (Starke-Peterkovic *et al.*, 2006). We assayed the cells in the presence of 1 mM orthovanadate, assuming that blocking the proton pumps would depolarize both cell types and abolish the membrane potential difference between them. To enhance this depolarization, we added 5 mM KNO_3_ along with vanadate, to aid in dissipating the membrane potential and depolarizing the cells via proton-coupled K^+^ and nitrate ion transport. Additionally, nitrate ions may depolarize the cells by activating anion efflux, as in root parenchyma cells (Kohler *et al*., 2002). As predicted, the ratio values of BSCs increased to a value similar to that of MCs (Supplementary Fig. S8), supporting the notion that di-8-ANEPPS reported a true membrane potential difference between the cells when assayed without the depolarizing agents.

## Discussion

In this study, we highlighted the unique transporter-related properties of BSCs by comparing them with MCs. Physiological processes are often restricted to specific tissue types or even to individual cell types. To enhance the understanding of biological processes associated with a specific cell type, such as BSCs, single-cell techniques are required. Cell-specific studies can detect many low-abundance and cell-specific transcripts, which are undetectable in whole tissue or whole organ samples (Bailey-Serres, 2013). This observation emerged from comparisons of the rice BSC transcriptome to the whole-leaf transcriptome in the rice genome atlas (Jiao *et al.*, 2009). We used protoplasts to identify cell type-specific expression patterns. In order to reduce any impact on the results from protoplast preparation, we used an improved and very short extraction protocol of ~25 min with minimum tissue injury and without centrifugation (Shatil-Cohen *et al.*, 2014). Moreover, both cell types were extracted together. This identical treatment of all tissue samples enables data to be relatively compared between the tissues, for examples in terms of fold-changes in gene expression (Spencer *et al.*, 2007).

In general, the number of differential genes identified depends on the tissues ans conditions being compared. BSCs and MCs are both green cells in the leaf and at the protoplast level are barely distinguishable unless labeled, for example with specifically targeted GFP. This similarity may be one of the reasons behind detecting only 90 differentially expressed genes. Notably, even smaller numbers have been reported from microarray experiments. For example, in Arabidopsis seedlings Mustroph *et al.* (2009) identified only 27 enriched mRNAs in the root cortex meristem and 20 enriched mRNAs in the trichome-targeted (pGL2) population compared with all other non-overlapping cell types in the same organ.

Another reason for the low number of differential genes could be variability in our microarray results (Fig. 1D). This was likely related to the large biological variability among the relatively small samples i.e. 20 individual cells per sample, as well as the unavoidable three rounds of RNA amplification. 

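BSC array 7 was less like the other arrays than these were like each other. Photosynthesis genes showed the spread: RCA, the activase of Rubisco, ranged from 3.66 to 8.34 among the BSC arrays and from 6.15 to 8.98 among the MC arrays, and the Calvin cycle enzyme SBPASE from 2.62 to 6.54 and from 5.65 to 8.22. HPR, a photorespiratory enzyme, ranged from 2.84 on BSC array 7 to 10.45 on BSC array 3. Across probe sets, which are not independent replicates, BSC array 7 had a mean correlation of 0.59 with the other BSC arrays and 0.68 with the MC arrays. For BSC array 3 the values were 0.69 and 0.83, and for BSC array 5 they were 0.75 and 0.86. MC arrays 4, 6 and 8 had 0.89, 0.84 and 0.88 with the other MC arrays and 0.81, 0.75 and 0.81 with the BSC arrays. BSC arrays 3 and 5 had a correlation of 0.844 with each other, and the pairs of MC arrays had 0.828 to 0.935. The SD of log2(NREL) over all probe sets was 0.60 on BSC array 7 and 0.84 to 1.23 on the other arrays.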

We also cannot exclude the introduction of some variability by the potentially different responses of the two cell types to their enzymatic treatments during isolation, despite use of the same brief and gentle procedure applied simultaneously to all the cells. In addition, microarray technology is known to detect low copy mRNAs with a lower sensitivity than next generation sequencing technology. It is thus possible that genes with low levels of expression could have escaped detection in our work.

Notwithstanding the low number of the differentially expressed genes that we detected, some of our results do support the work of others. Similar to our results, Aubry *et al.* (2014) also found a poor representation of photosynthesis-related genes and an over-representation of transport categories in BSCs. Other groups who explored the BSC transcriptome of maize also noted enrichment in transport-related genes (Li *et al.*, 2010; Chang *et al.*, 2012; Tausta *et al.*, 2014).

Our finding that 45% of the genes that were differentially expressed between BSCs and MCs are membrane related and 20% are transport related, suggests that BSCs are points of control for the radial transport of solutes. Furthermore, our finding that 30% of the most highly expressed transporter genes are different between the BSCs and MCs (Figs. 3A, 3B) strengthens the notion that BSCs and MCs very likely play distinctly different roles in the transfer of solutes and water.

Our transcriptome comparison between BSCs and MCs showed no difference in transcript levels of K^+^ channels (Supplementary Table S3). This prompted electrophysiological assays seeking a possible difference between the two cell types at the functional level of their channels. Voltage-gated K^+^ channels are essential for the distribution of K^+^ in the entire plant (Dreyer and Uozumi, 2011). Unsurprisingly, we identified the hyperpolarization-evoked currents as K^+^ currents, affirming that K^+^ channels in BSCs and MCs were the most dominant contributor to membrane permeability. However although the currents reversed at a negative membrane potential (E_rev_) and only K^+^ had a negative calculated Nernst potential (E_K_), the E_rev_ was still more positive than the E_K_. This result resembled positive E_rev_ deviations from E_K_ in whole-cell inward K^+^ currents recorded in *Brassica chinensis* pollen protoplasts (Fan *et al.*, 1999). These deviations indicate a contribution of at least one other ion type to the recorded currents. We recorded current in a whole-cell configuration and hence through an ensemble of channels in the cell membrane. Consequently, we could not tell whether the additional ion types contributed to the current via the same or different channel types. This remains to be resolved.

The BSCs and the MCs differed in the voltage-dependence of their inward rectifier channels, as seen in their P_o_-E_M_ relationships. The rightward shift of the BSC P_o_-E_M_ curve relative to the MC P_o_-E_M_ curve indicates that a larger fraction of these channels were open in BSCs at a comparable range of activation. For example, at -23 mV, the value of E_H_ in our experiments, 89% of the channels in BSCs were open compared with 66% of the channels in MCs. Notably, the mean E_1/2_ of both cell types, 14.5 and -6.5 mV for BSCs and MCs, respectively (Fig. 4B) was much more positive than the presumed prevailing negative membrane potential inside plant cells (-120 to -160 mV), (Sze *et al.*, 1999). This may have resulted from a superposition of currents from the variously phosphorylated AKT2 channels (Michard *et al.*, 2005*a*, *b*; Sandmann *et al.*, 2011), with or without currents from KAT1 and/or KAT2 and/or AKT1 channels. These four K^+^ channel genes were expressed in both cell types (Supplementary Table S3). In addition, the larger rightward shift of E_1/2_ in BSCs could correspond to a larger fraction of AKT2 being phosphorylated or otherwise post-translationally modified.

We can envision that this difference in the voltage range of channel activation has functional implications and therefore physiological relevance, especially when one considers that BSCs had a more negative E_M_ than MCs (Fig. 5). We attribute the more negative E_M_ to the larger hyperpolarizing activity of the proton pump in BSCs, based on the 3-fold higher expression of AHA2 in BSCs, relative to MCs. All other conditions being equal, including G_max_net_, a larger K^+^ flux would be expected in BSCs at a P_O_ transition range due to the larger fraction of these channels open in BSCs compared with MCs. Moreover, with the more negative E_M_ in BSCs (E’_M_) and the less negative E_M_ in the MCs (E”_M_), the electrochemical potential driving K^+^ fluxes could be different in both cells. This could cause, for example, K^+^ influx in BSCs and K^+^ efflux in MCs (as suggested in Fig. 6).

**Fig. 6.**
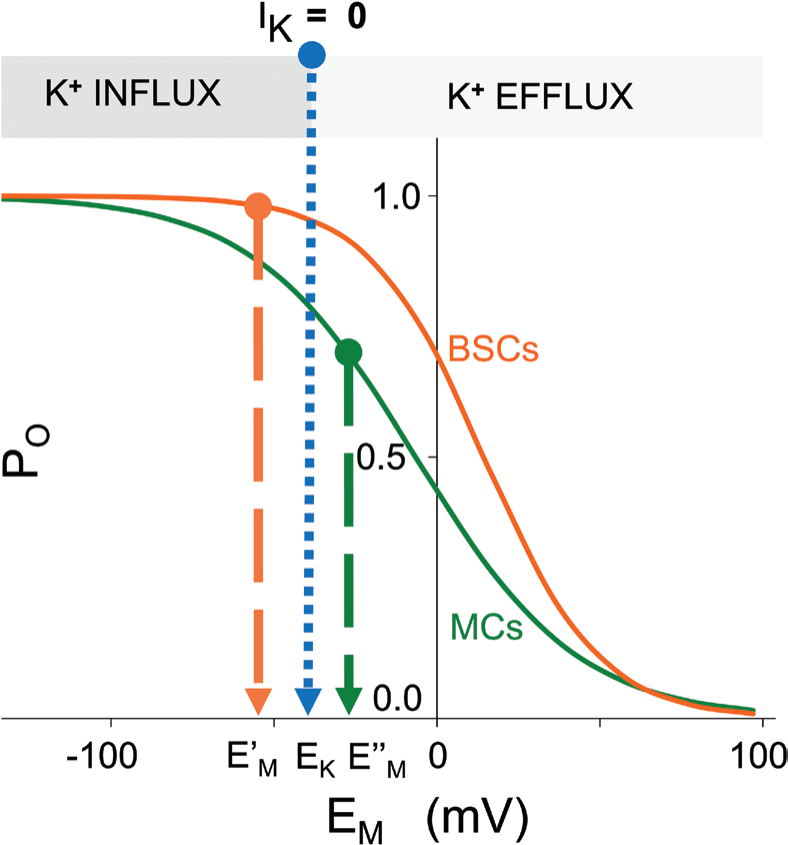
Hypothesized directions of K^+^ flow across membranes of BSCs and MCs. Voltage dependence of the fraction of open channels i.e. P_O_-E_M_ relationships, of BSCs and MCs from Fig. 4B. The different E_1/2_, E’_M_ and E’’_M_ values denote the different membrane potentials of the two cell types. E’_M_<E’’_M_ based on Fig. 4. E_K_ is the E_M_ with zero net K^+^ flow. The placement of the E’_M_ and E’’_M_ relative to E_K_ is an example indicative of what could occur in conditions resembling our experiment.

A sufficiently hyperpolarized plasma membrane, due to the activity of the plasma membrane H^+^-ATPase, could enable inward K^+^ channel-mediated flux of K^+^ even with an external K^+^ concentration as low as 10 µM (Britto and Kronzucker, 2008). Such a scenario could perhaps explain the larger accumulation of K^+^ in the BSCs (as indicated by Conn and Gilliham, 2010). The larger hyperpolarization in the BSCs when compared with the MCs could also contribute to larger electrochemical potentials driving cation influx through other channel proteins. Moreover, and no less importantly, the larger potential energy that the H^+^-ATPase most likely generates across BSC membranes as a proton electrochemical potential gradient (Sze *et al.*, 1999; Palmgren, 2001; Haruta and Sussman, 2012) is capable of more effectively driving a large number of transport processes by secondary-active transporters. Candidates for such proton motive force (PMF)-powered carriers could be the two transporters from the 13-gene family of K^+^ uptake permeases, AtKT2 and AtKUP11, found to be expressed about 10% more in BSCs (namely, below our defined 1.5-fold threshold; Supplementary Table S2). The functionality of these K^+^ carriers has been demonstrated by expression in *Saccharomyces cerevisiae* (AtKT2, Quintero and Blatt, 1997) or in *E. coli* (KUP11, Ahn *et al.*, 2004; and AtKT2, Elumalai *et al.*, 2002) and their homolog HAK1 has been shown to function as a K^+^/H^+^ symporter in *Neurospora crassa* (Haro *et al.*, 1999). Possibly, even the slight but significantly higher expression levels of AtKT2 and AtKUP11 in BSCs could possibly be an underlying factor in the above mentioned higher accumulation of K^+^ in BSCs compared with MCs (Conn and Gilliham, 2010). Thus, even if transporters or channels do not differ much, or at all, between BSCs and MCs, the difference in AHA2 may result in pronounced differences between the two cell types in the transport and efficient absorption of many nutrients and metabolites. Such physiological differences remain to be determined.

## Supplementary Data

Supplementary data are available at *JXB* online.

Fig. S1. Manual collection of individual protoplasts for expression profiling.

Fig. S2. BioAnalyzer RNA integrity test.

Fig. S3. Time- and voltage-dependent whole-cell currents in a BSC and an MC.

Fig. S4. Arabidopsis leaf protoplasts stained with the potentiometric probe di-8-ANEPPS.

Fig. S5. Numbers of genes expressed in BSCs and MCs grouped according to mean log_2_(NREL).

Fig. S6. GOEAST and MapMan ontology analysis of genes differentially expressed between BSCs and MCs.

Fig. S7. qRT-PCR validation of gene expression in BSCs and MCs.

Fig. S8. The effect of depolarizing agents on the fluorescence of BSC and MC protoplasts stained with the potentiometric probe di-8-ANEPPS.

Table S1. Genes associated with transporter activity (GO:0005215) that are differentially expressed between BSCs and MCs.

Table S2. Genes associated with transmembrane transporter activity (GO:0022857) that are differentially expressed between BSCs and MCs irrespective of fold change.

Table S3. K^+^ channel genes differentially expressed between BSCs and MCs.

Data S1. Excel file of 90 genes differentially expressed between BSCs and MCs.

Protocols S1. Collection of single protoplasts for RNA extraction.

Protocols S2. Protoplast pooling for RNA extraction.

Protocols S3. Normalization genes and primers for qRT-PCR.

Protocols S4. Patch-clamp data analysis: LJP corrections and Boltzmann fitting.

Protocols S5. Ratiometric evaluation of protoplast membrane potential.

Movie S1. Collection of single leaf protoplasts using a homemade plastic suction pipette.

## Data Deposition

Raw microarray data. Gene Expression Omnibus (GEO). Accession number GSE85463.

https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE85463

## Supplementary Material

supplementary_Figures_S1_S8

supplementary_Tables_S1_S3

supplementary_Dataset_S1

supplementary_movie_S1

supplementary_Protocols

## Abbreviations:

ABA: abscisic acid
APX2: ascorbate peroxidase
BS: bundle sheath
BSC: bundle sheath cell
E_H_: holding potential
E_K_: K^+^ equilibrium potential
E_M_: membrane potential
E_rev_: reversal potential
G: membrane conductance
G’: specific conductance
GFP: green fluorescent protein
GO: gene ontology
I-V: current-voltage
LJP: liquid junction potential
MC: mesophyll cell
NREL: normalized raw expression level
P_O_: open channels
Rs: series resistance
SCR: scarecrow
TGs: transporter genes
qRT-PCR: quantitative real-time PCR.

# Supplementary material for: Differential gene expression and transport functionality in the bundle sheath versus mesophyll – a potential role in leaf mineral homeostasis
**Source:** J Exp Bot. 2017 Apr 12;68(12):3179–90. doi: 10.1093/jxb/erx067
**Supplement:** supplementary_Figures_S1_S8

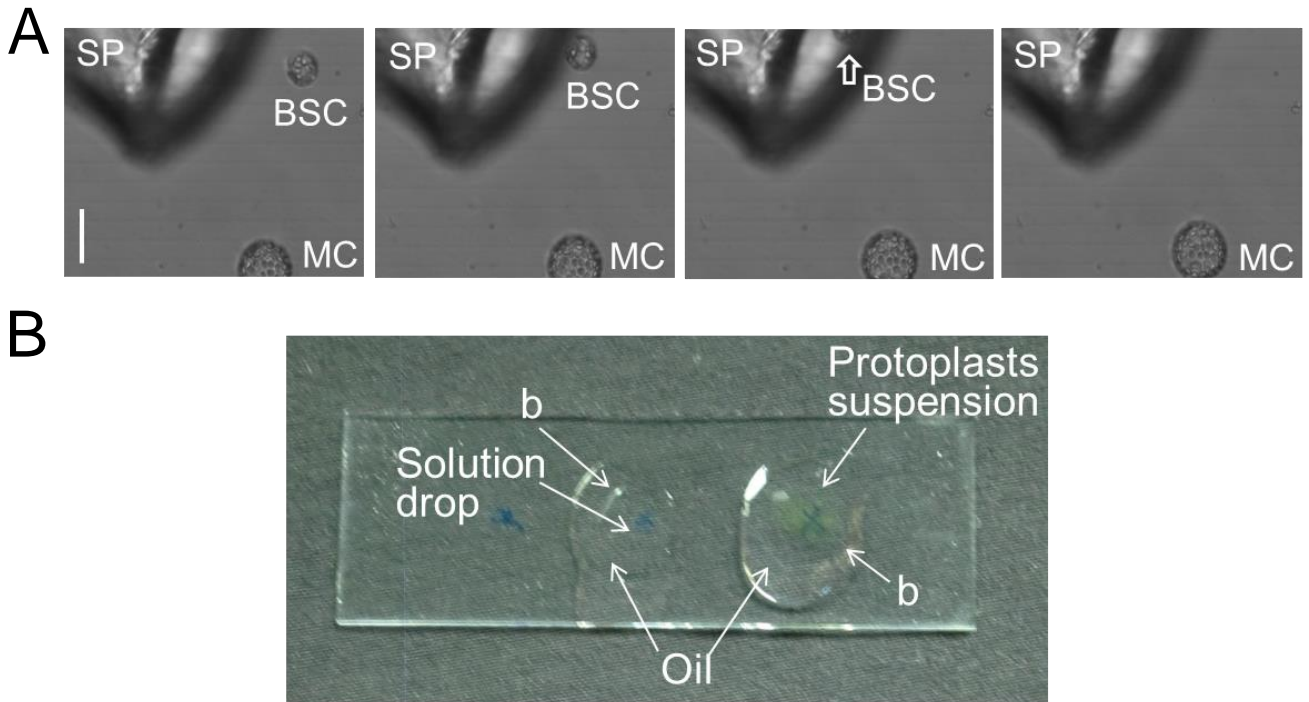

FIGURE S1. Manual collection of individual protoplasts for expression profiling. **A.** Time-lapse (left to right) monochromatic images of a bundle sheath cell protoplast (BSC) progressing towards the opening of the suction pipette (SP). Note the mesophyll cell protoplast (MC) which did not enter the pipette. The purity of the collection was ensured by visual discrimination between the GFP-fluorescing BSCs protoplasts and the non-fluorescing MCs protoplasts (see also Movie S1). Scale bar 50 μ m. **B.** A microscope slide with two Xs marked on the bottom (in blue), to assist in pipette navigation. On the right, a 20 μ L leaf protoplasts suspension covered by mineral oil. Note the green hue of the protoplasts. This is the source for protoplasts aspiration. On the left, a clear 5 μ L droplet of wash solution covered by mineral oil prepared for the validation, i.e., the release of the aspirated protoplast, reexamination and then collection into an Eppendorf tube. Note the boundaries (b) of the solution drops within the oil drops.

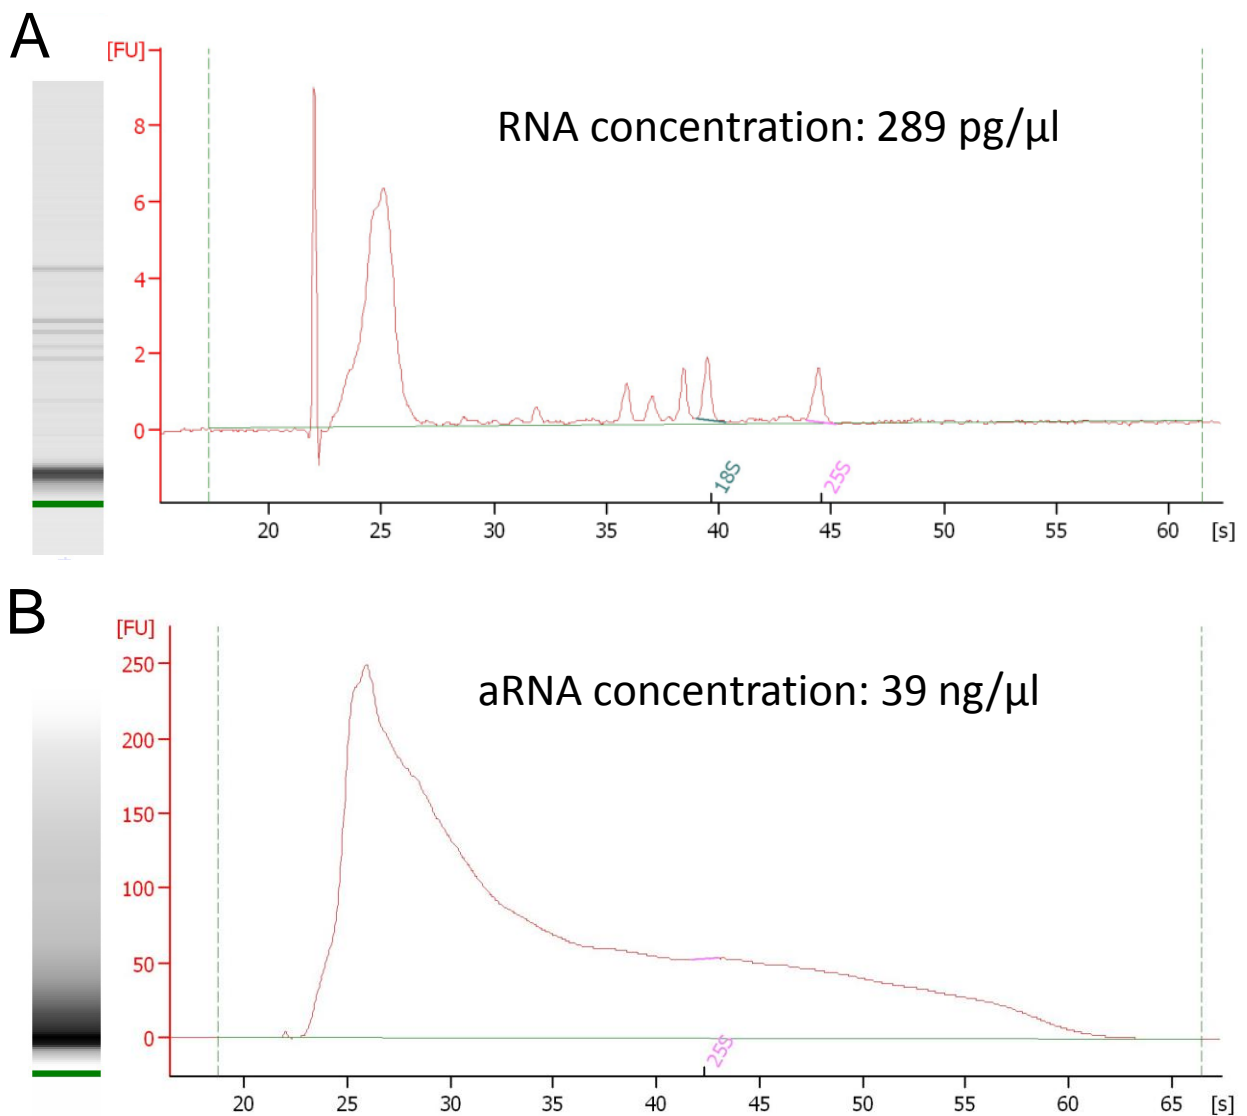

FIGURE S2. BioAnalyser RNA integrity test: representative results. Samples taken from Electrophoresis File Run Summary of assayed Pico Plant RNA. **A:** RNA from 20 MCs, isolated using ExpressArt® LCM RNAREady isolation kit. Note the distinct bands indicating normal intact plant RNA. **B:** Twice-amplified RNA of MCs (aRNA). No bands are expected after this procedure.

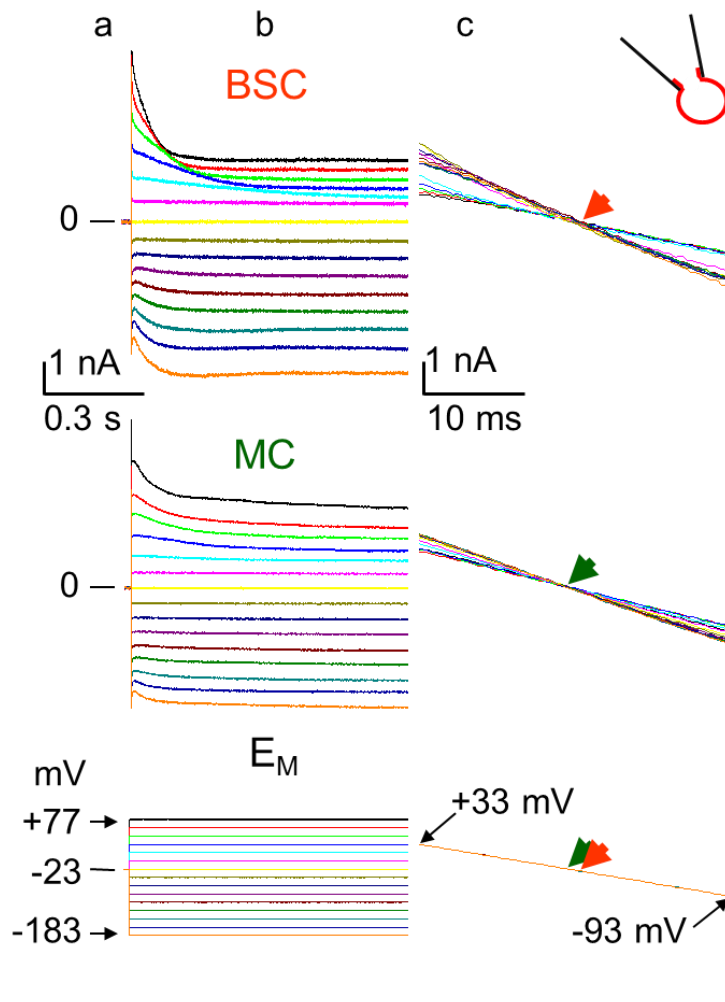

FIGURE S3. Time- and voltage-dependent whole-cell currents from a BSC and an MC (exemplary traces). The current traces are superimposed and color-coded the same as the corresponding voltage pulses below (E_M).

(a-c) indicate the chief components (along vertical panels) of the voltage sweeps and the corresponding current traces: (a) the holding potential and current, (b) the pre-pulses and elicited currents, (c) the “G-V-testing” voltage ramp and current ramps. Inward time-dependent currents (in panel b) appear as downward deflections below the null current level (0 in panel a). Inset: the recording configuration. Arrowheads: the crossover points of the current-ramps (orange: BSC, green: MC). Note the different time bases of the square pre-pulse and the subsequent G-V-testing ramp (three ms of capacitive transients at the ramp onset have been blanked out for visual clarity); the G-V-testing ramp was elicited immediately after the square pulse. Prior to and between the consecutive pulse sets (“sweeps”), the membrane potential was held at -23 mV for 20-30s.

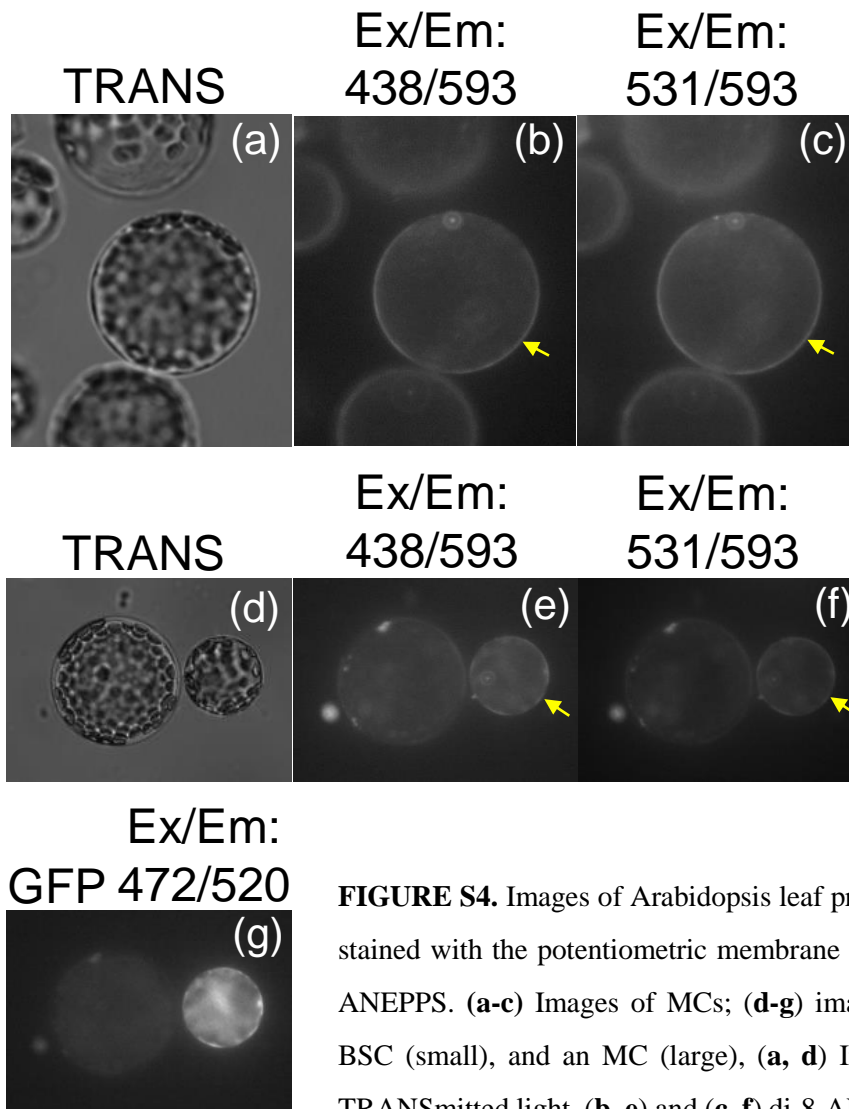

FIGURE S4. Images of Arabidopsis leaf protoplasts stained with the potentiometric membrane dye di-8-ANEPPS. **(a-c)** Images of MCs; **(d-g)** images of a BSC (small), and an MC (large), **(a, d)** Images in TRANSMitted light, **(b, e)** and **(c, f)** di-8-ANEPPS

fluorescence at the indicated excitation/emission (Ex)/Em) wavelengths, in nm. Note the bright circumference (membrane fluorescence) of the protoplast in focus (arrows). The brightest-fluorescing regions of the membrane were selected using ImageJ (see Supplementary Protocols S5). The diameter of an MC: approx. 50 μm , of a BSC: approx. 25 μm , **(g)** GFP fluorescence image acquired at the specified Ex/Em wavelengths, in nm, of the same field of vision as in d-f. Note the GFP-fluorescence of the BSC. Note also the *lack* of correspondence between the fluorescence intensities of the GFP and the di-8-ANEPPS images of the same cells. More details in Supplementary Protocols S5.

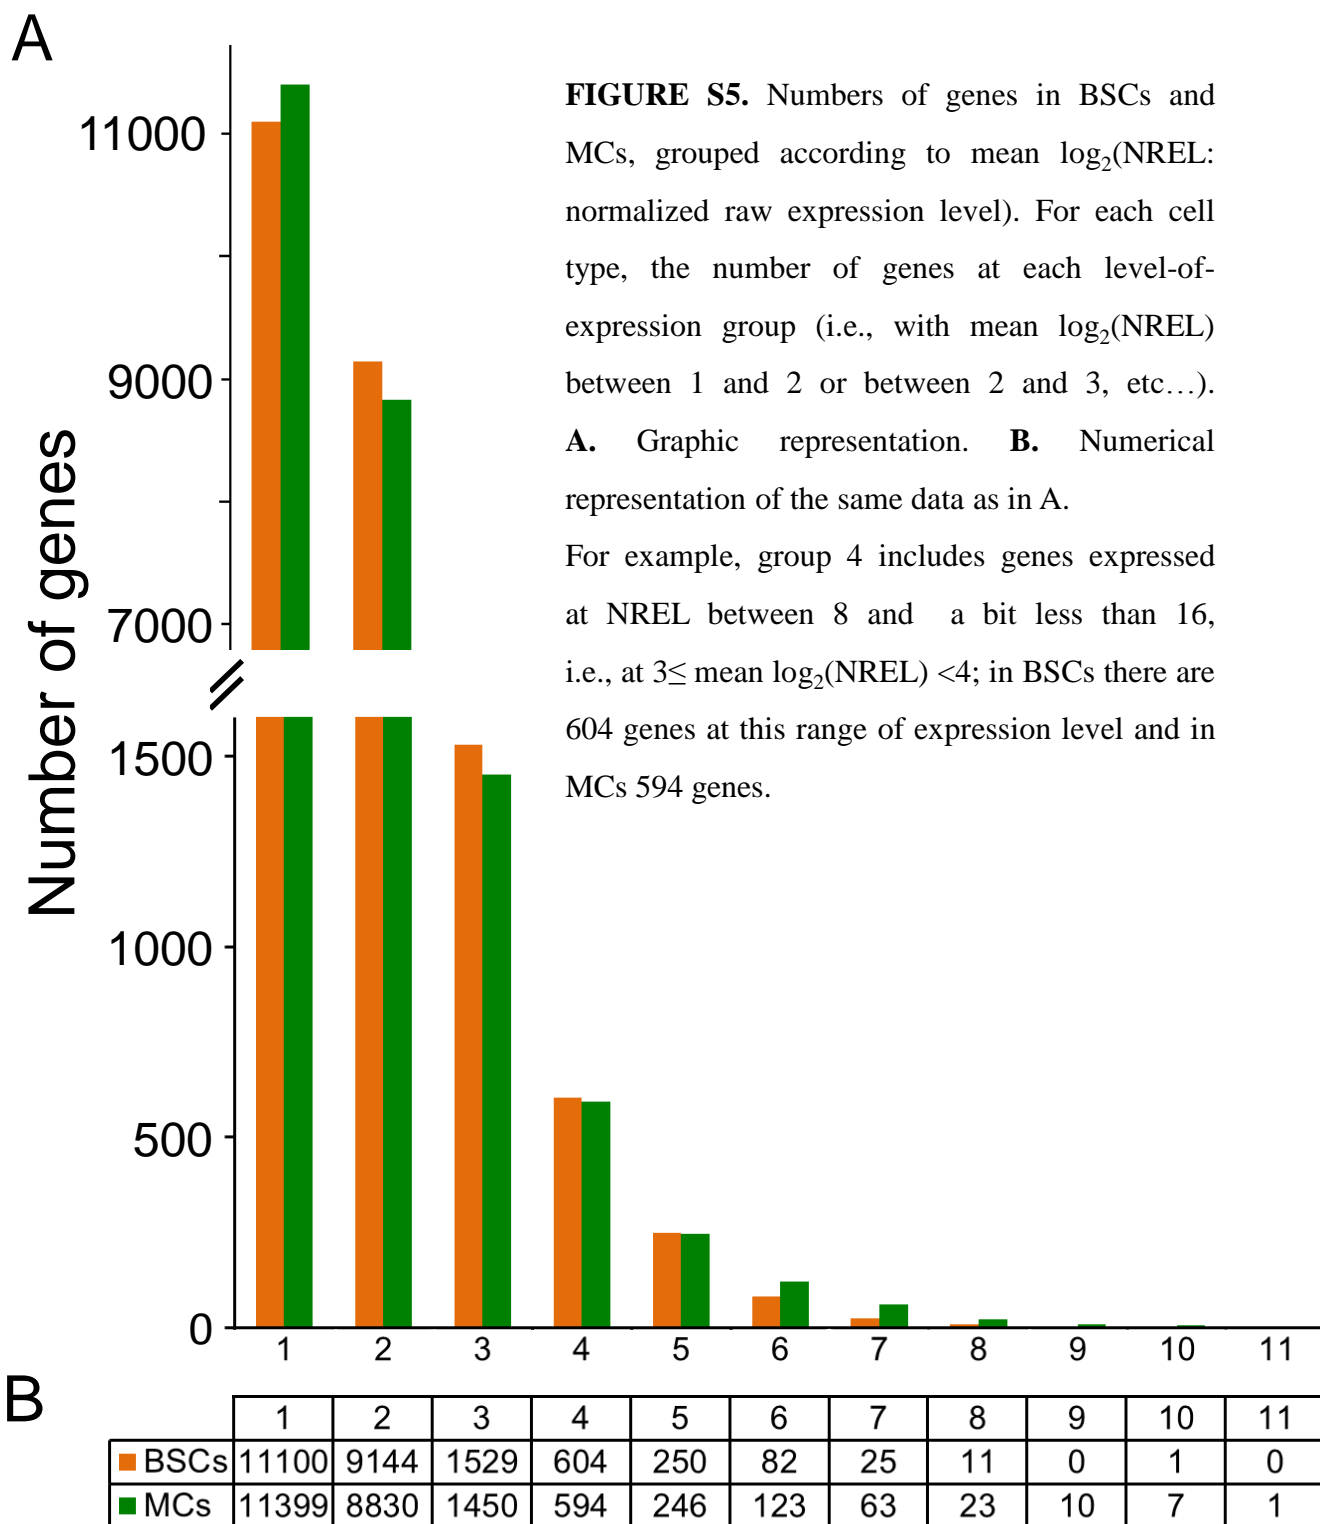

A

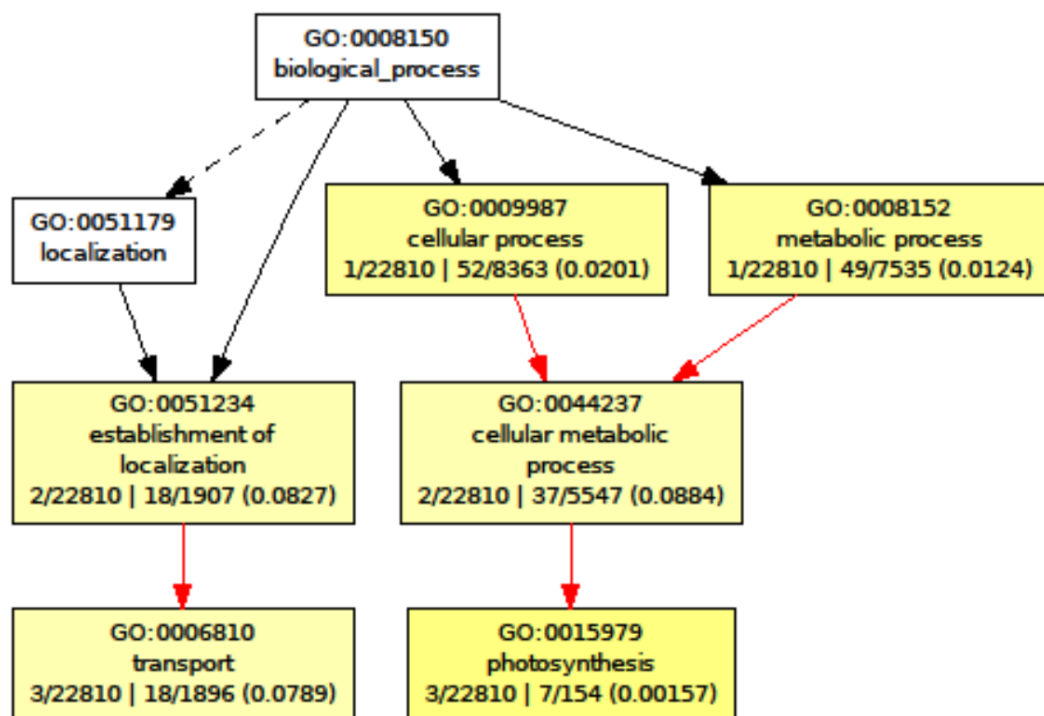

B

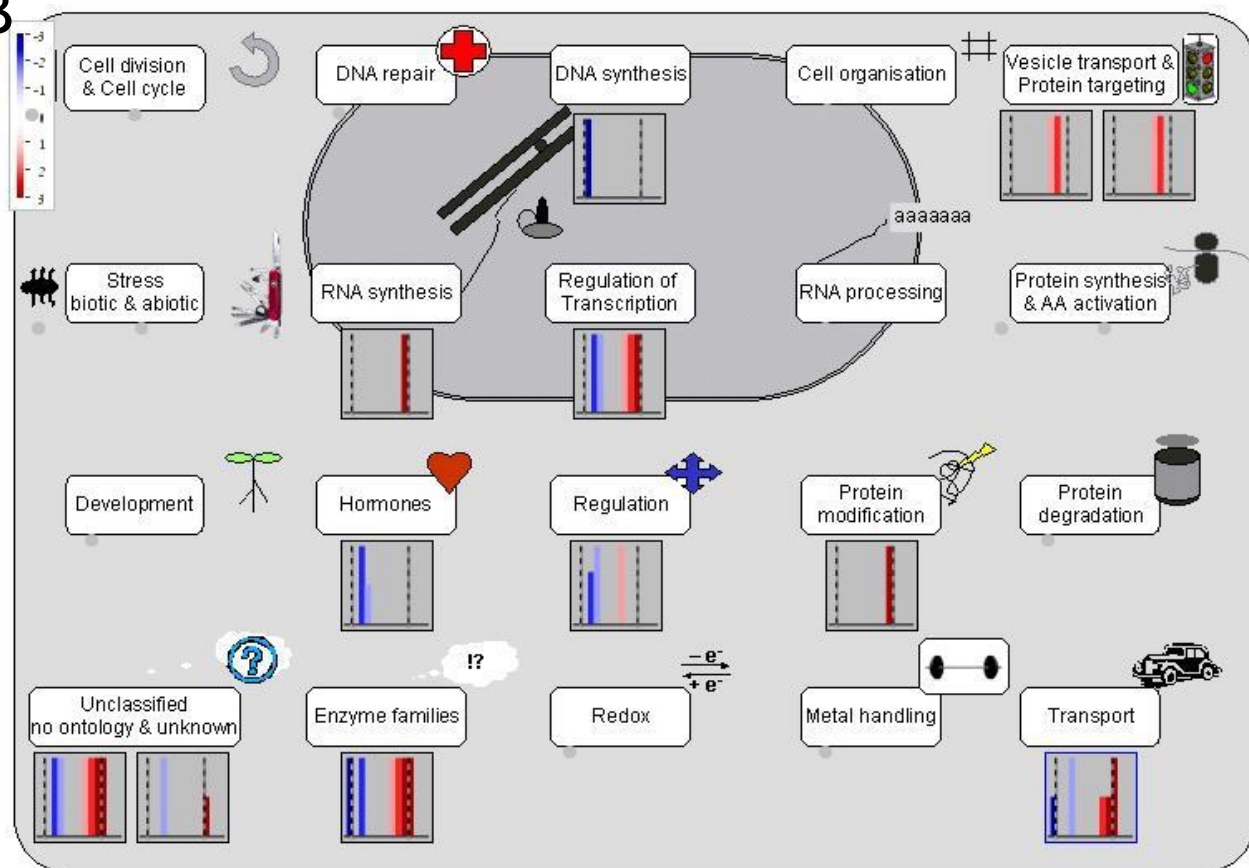

FIGURE S6. Ontology analysis of genes showing differential expression in BSCs vs. MCs, using GOEAST and MapMan (Continued on next page).

Supplementary Fig. S6, Wigoda et al., 2017

FIGURE S6. Ontology Analysis of Genes showing differential expression in BSCs vs. MCs, using GOEAST and MapMan. GO analysis of the 90 genes that showed differential expression in BCs vs. MCs ($P < 0.05$; absolute fold-change ≥ 1.5), **A.** using GOEAST (the darker the box-color - the higher the enrichment), **B.** using MapMan (the enrichment levels are displayed onto a diagram of cell functions overview); note the genes identified in transport functionality.

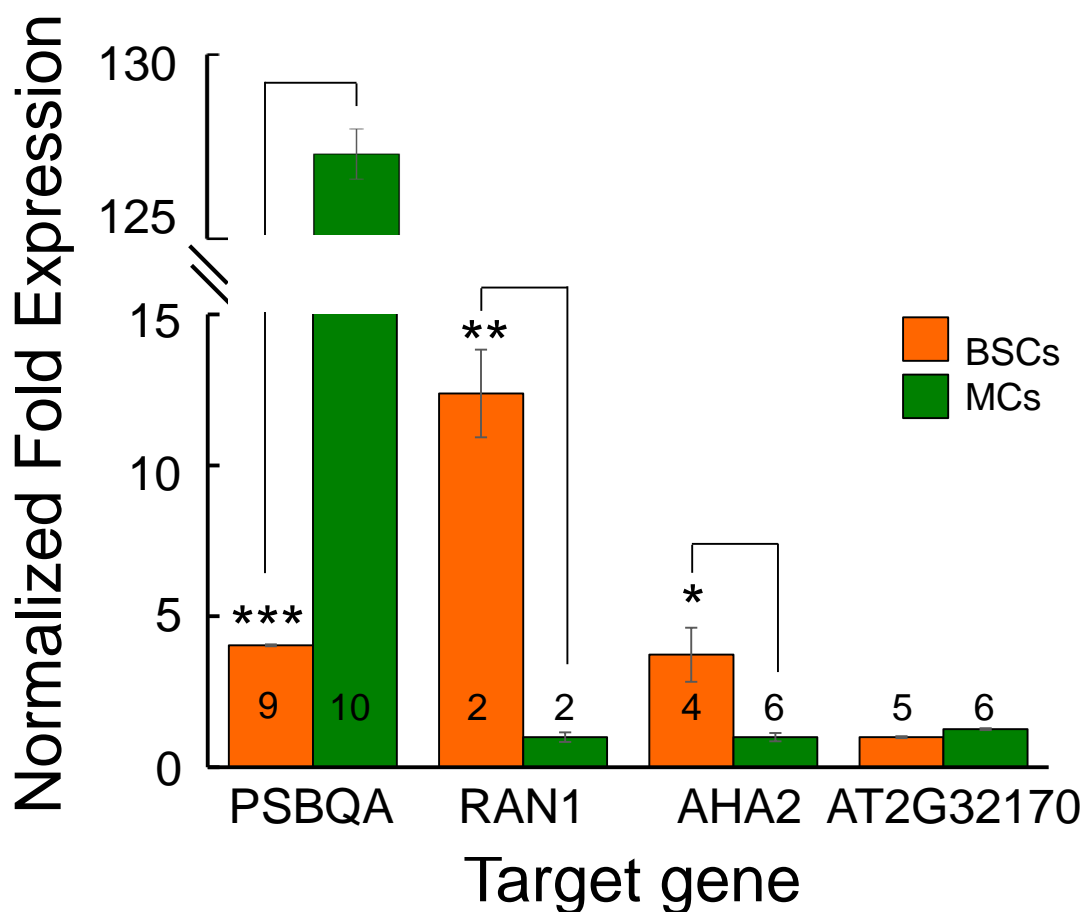

FIGURE S7. qRT-PCR validation of expression in BSCs and MCs. qRT-PCR-determined expression of PSBQA (AT4G21280), RAN1 (AT5G44790), AHA2 (AT4G30190) and AT2G32170, and normalized to the expression of the genes AT5G12240 and AT2G07734. Means ($\pm$ SE), of the indicated number of samples. Separate comparisons for each gene by Student's t test. Asterisks: the significance level of the differences between the cell types; *: $P < 0.02$, **: $P < 0.01$, ***: $P < 0.001$.

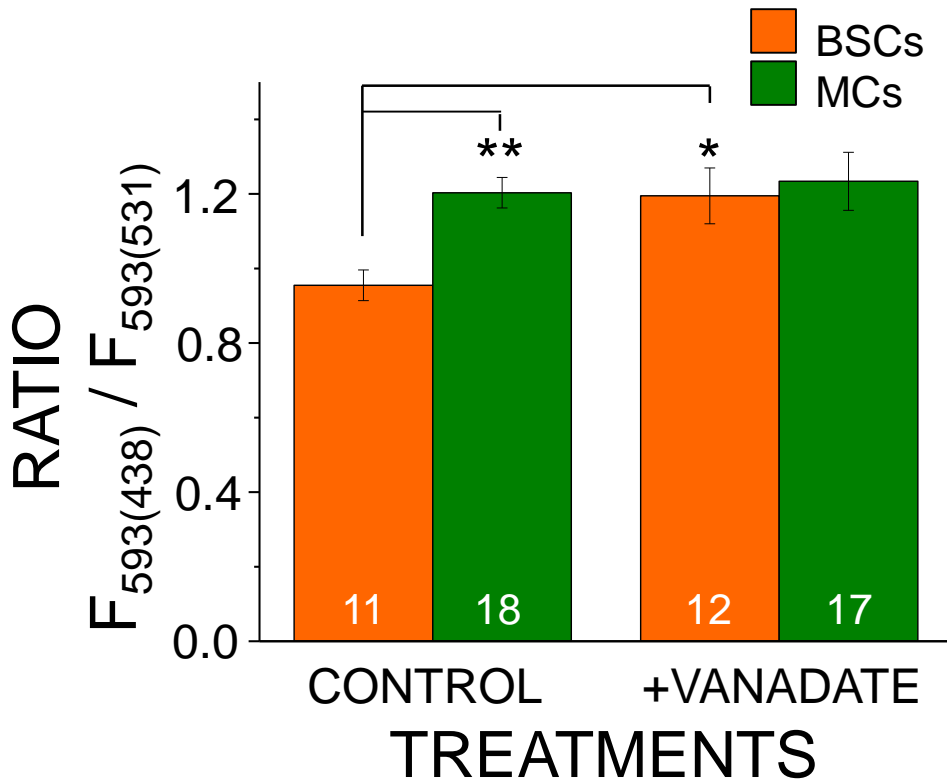

FIGURE S8. The effect of depolarizing agents on the fluorescence ratio of BSCs and MCs protoplasts stained with the potentiometric probe, di-8-ANEPPS. Control: Shown are the mean ($\pm$ SE) values of ratio from the indicated number of protoplasts for each cell type and treatment in two experiments. +Vanadate: the same experiments as in Control, except the wash solution and the bathing medium during the imaging experiments contained additionally the depolarizing agents 1 mM vanadate and 5 mM KNO_3 . Asterisks: significance level of the difference from the ratio of the control BSCs; *: $P < 0.02$, **: $P < 0.001$.

# Supplementary material for: Differential gene expression and transport functionality in the bundle sheath versus mesophyll – a potential role in leaf mineral homeostasis
**Source:** J Exp Bot. 2017 Apr 12;68(12):3179–90. doi: 10.1093/jxb/erx067
**Supplement:** supplementary_Tables_S1_S3

Supplementary Tables

Supplementary Table S1. Genes expressed differentially in BSCs vs. MCs, associated with GO:0005215~ transporter activity (with absolute fold-change $\geq$ 1.5 and P-value <0.05).

The letters in parentheses denote the subcellular localization of the protein (C: chloroplast, EM: endomembranes, G: Golgi, M: mitochondrion, N: nucleus, PM: plasma membrane, U: undetermined localization); --- : marks non-annotated (i.e., nameless) genes, the descriptions are from TAIR; NREL: normalized raw expression level; Note: PDE318 has been added to the list manually (based on TAIR).

TAIR ID	Gene symbol and description	Fold-change	P-value	log ₂ (NREL)	
				BSCs	MCs
AT1G80770 ^B	PDE318<br>ferrous iron transmembrane transporter (U)	4.00	0.020	4.95	2.94
AT4G30190 ^C	AHA2<br>hydrogen-exporting ATPase (PM)	3.15	0.032	5.46	3.81
AT5G17850 ^B	---<br>Calcium: sodium antiporter activity (EM)	3.03	0.039	5.07	3.47
AT5G01340	--- mSFC1<br>Mitochondrial succinate-fumarate carrier 1<br>(EM, M)	2.51	0.032	3.44	2.11
AT5G44790 ^B	RAN1 ATP dependent copper transporter,<br>vital for ethylene response pathway (EM,U)	1.99	0.017	3.52	2.52
AT1G20350 ^C	ATTIM17-1<br>Mitochondrial inner membrane translocase (EM)	1.76	0.016	2.90	2.09
AT5G17020	XPO1A<br>alternative oxidase 1A (EM, N)	1.56	0.023	2.74	2.10
AT2G28520	VHA-A1 (Vacuolar proton ATPase A 1); (EM, V)	-1.56	0.049	2.13	2.78
AT2G47490	---- NDT1<br>chloroplast-localized NAD ⁺ transporter (EM,C)	-1.63	0.044	2.49	3.19
AT2G31530	EMB2289 (EMBRYO DEFECTIVE 2289) or<br>SCY2; P-P-bond-hydrolysis-driven protein<br>transmembrane (EM,C)	-1.72	0.048	2.07	2.85
AT2G38410	---<br>protein transporter activity (G, PM)	-1.89	0.037	2.30	3.21
AT5G15090 ^A	VDAC3<br>voltage dependent anion channel 3 (EM, PM?)	-3.83	0.007	2.60	4.54

Supplementary Table S2. 46 Genes expressed differentially in BSCs vs. MCs (irrespective of fold change) associated with GO:0022857~transmembrane transporter activity.

The letters in parentheses denote the subcellular localization of the protein (C: chloroplast, EM: endomembranes, G: Golgi, M: mitochondrion, N: nucleus, PM: plasma membrane, U: undetermined localization); --- marks non-annotated (i.e., nameless) genes, the descriptions are from TAIR; NREL: normalized raw expression level; Superscripts **A- C** denote the sub-groups of the 46 transporter genes shared with the other categories (shown in Venn diagram in Figure 3c), and identified and described in the text; Note: AT5G17020, AT2G47490 and AT2G38410 were added to the list manually (based on DAVID).

TAIR ID	Gene symbol and description	Fold-change	P-value	log ₂ (NREL)	
				BSCs	MCs
AT1G80770 ^B	PDE318<br>ferrous iron transmembrane transporter (U)	4.00	0.020	4.95	2.94
AT4G30190 ^C	AHA2<br>hydrogen-exporting ATPase (PM)	3.15	0.032	5.46	3.81
AT5G17850 ^B	---<br>Calcium: sodium antiporter activity (EM)	3.03	0.039	5.07	3.47
AT5G01340	--- mSFC1<br>Mitochondrial succinate-fumarate carrier 1<br>(EM, M)	2.51	0.032	3.44	2.11
AT5G44790 ^B	RAN1 ATP dependent copper transporter,<br>vital for ethylene response pathway (EM,U)	1.99	0.017	3.52	2.52
AT1G20350 ^C	ATTIM17-1<br>Mitochondrial inner membrane translocase (EM)	1.76	0.016	2.90	2.09
AT5G17020	XPO1A<br>alternative oxidase 1A (EM, N)	1.56	0.023	2.74	2.10
AT5G19500 ^B	--- putative amino acid transporter that localizes to<br>the chloroplast inner envelope membrane (C)	1.44	0.010	3.88	3.35
AT5G05310 ^B	--- TLC ATP/ADP transporter	1.36	0.013	3.59	3.15
AT3G23550	--- MATE (multi antimicrobial extrusion) efflux<br>family protein	1.25	0.003	2.21	1.90
AT1G80050	APT2<br>adenine phosphoribosyl transferase 2	1.23	0.029	2.25	1.95
AT5G13750	ZIFL1 (ZINC INDUCED FACILITATOR-like<br>1); tetracycline:hydrogen antiporter	1.22	0.021	2.20	1.91
AT1G51500	CER5 (ECERIFERUM 5); ATPase, coupled to<br>transmembrane movement of substances	1.20	0.012	2.43	2.16

Supplementary Table S2, Cont.

TAIR ID	Gene symbol and description	Fold-change	P-value	log ₂ (NREL)	
				BSCs	MCs
AT2G14670	ATSUC8 (Sucrose-proton symporter 8); carbohydrate transmembrane transporter	1.18	0.012	1.94	1.71
AT4G10380	NIP5;1; arsenite transmembrane transporter, boron/water channel	1.15	0.017	2.00	1.79
AT2G17470	--- ALMT6, a member of the aluminum-activated malate transporter family	1.15	0.050	2.08	1.88
AT3G28380	PGP17 (P-GLYCOPROTEIN 17); ATP binding / ATPase	1.15	0.049	1.67	1.48
AT5G37060	CHX24 sodium:hydrogen antiporter	1.13	0.044	1.55	1.37
AT1G53390	--- ATP-BINDING CASSETTE G24 (ABCG24)	1.12	0.039	2.47	2.30
AT1G71870	--- MATE (multi antimicrobial extrusion) efflux family protein	1.12	0.006	1.87	1.70
AT2G40540	KT2 (POTASSIUM TRANSPORTER 2); potassium ion transmembrane transporter	1.11	0.013	1.94	1.79
AT5G62160	AtZIP12 (ZINC TRANSPORTER 12 PRECURSOR); cation transmembrane transporter/ metal	1.11	0.041	2.24	2.09
AT3G51480	ATGLR3.6 (GLUTAMATE RECEPTOR 3.6); intracellular ligand-gated ion channel	1.10	0.010	2.11	1.96
AT2G19110	HMA4; cadmium ion transmembrane transporter/ cadmium-transporting ATPase/ zinc	1.10	0.018	1.79	1.65
AT2G35060	KUP11; potassium ion transmembrane transporter	1.10	0.048	1.80	1.66
AT5G03570	ATIREG2 (IRON-REGULATED PROTEIN 2); nickel ion transmembrane transporter	1.09	0.011	1.85	1.73
AT1G06970	CHX14 (CATION/HYDROGEN EXCHANGER 14); monovalent cation:proton antiporter/ sodium	1.07	0.035	1.79	1.69
AT3G13100	ATMRP7; ATPase, coupled to transmembrane movement of substances	1.07	0.030	1.51	1.41
AT2G30080	ZIP6; cation transmembrane transporter/ metal ion transmembrane transporter	-1.04	0.044	1.97	2.03
AT2G01770	VIT1 (vacuolar iron transporter 1); iron ion transmembrane transporter	-1.06	0.046	1.58	1.66
AT1G12480	OZS1 (OZONE-SENSITIVE 1) /SLAC1 anion channel	-1.07	0.007	2.02	2.12
AT5G50790	--- sweet10 sucrose efflux transporter	-1.09	0.010	2.24	2.36
AT5G11690	ATTIM17-3; P-P-bond-hydrolysis-driven protein transmembrane transporter/ protein	-1.11	0.034	4.07	4.23
AT4G30360	CNGC17 cyclic nucleotide binding / ion channel	-1.13	0.009	1.42	1.61
AT2G07560	AHA6 (Arabidopsis H(+)-ATPase 6); ATPase	-1.14	0.049	2.08	2.27

Supplementary Table S2, *Cont.*

TAIR ID	Gene Symbol & description	Fold change	p-value	log ₂ (NREL)	
				BSCs	MCs
AT3G60330	AHA7 (Arabidopsis H(+)-ATPase 7); hydrogen-exporting ATPase, phosphorylative mechanism	-1.14	0.025	1.61	1.80
AT4G01010	ATCNGC13; calmodulin binding / cyclic nucleotide binding / ion channel	-1.15	0.027	2.02	2.23
AT3G03620	--- MATE (multi antimicrobial extrusion) efflux family protein	-1.16	0.009	1.80	2.01
AT2G04620	--- Cation efflux transporter	-1.18	0.024	1.79	2.02
AT2G13650	GONST1 (Golgi Nucleotide Sugar Transporter 1); GDP-mannose transmembrane transporter	-1.19	0.004	2.04	2.29
AT5G57490	VDAC4<br>voltage-gated anion channel 4	-1.20	0.048	1.60	1.86
AT2G28520	VHA-A1 (Vacuolar proton ATPase A 1); (EM, V)	-1.56	0.049	2.13	2.78
AT2G47490	---- NDT1<br>chloroplast-localized NAD ⁺ transporter (EM,C)	-1.63	0.044	2.49	3.19
AT2G31530	EMB2289 (EMBRYO DEFECTIVE 2289); P-P-bond-hydrolysis-driven protein transmembrane (EM,C)	-1.72	0.048	2.07	2.85
AT2G38410	---<br>protein transporter activity (G, PM)	-1.89	0.037	2.30	3.21
AT5G15090 ^A	VDAC3<br>Voltage dependent anion channel 3 (EM, PM?)	-3.83	0.007	2.60	4.54

Table S3. Genes of K⁺ channels in BSCs vs. MCs.

NREL: normalized raw expression level.

TAIR ID	Gene Symbol & description	Fold change	p-value	log ₂ (NREL)	
				BSCs	MCs
AT4G18290	**KAT2** (POTASSIUM CHANNEL IN ARABIDOPSIS THALIANA 2); cyclic nucleotide binding / inward	1.13	0.45	1.86	1.68
AT4G32650	**ATKC1** (ARABIDOPSIS THALIANA K ⁺ RECTIFYING CHANNEL 1); cyclic nucleotide binding / inward	1.10	0.67	1.77	1.66
AT4G22200	**AKT2/3** (ARABIDOPSIS POTASSIUM TRANSPORT 2/3); cyclic nucleotide binding / inward rectifier	1.06	0.26	1.92	1.78
AT5G46370	**KCO2** (CA ²⁺ ACTIVATED OUTWARD RECTIFYING K ⁺ CHANNEL 2); calcium ion binding / outward rectifier	1.06	0.83	2.01	1.95
AT2G25600	**SPIK** (Shaker Pollen Inward K ⁺ channel); cyclic nucleotide binding / inward rectifier potassium	1.04	0.50	1.93	1.86
AT4G01840	**KCO5** (CA ²⁺ ACTIVATED OUTWARD RECTIFYING K ⁺ CHANNEL 5); outward rectifier potassium channel	1.04	0.65	1.72	1.70
AT5G55630	**ATKCO1** ; calcium-activated potassium channel/ ion channel/ outward rectifier potassium channel	1.02	0.96	2.09	2.16
AT2G26650	**AKT1** (ARABIDOPSIS K TRANSPORTER 1); cyclic nucleotide binding / inward rectifier potassium	-1.00	0.99	2.69	2.53
AT5G46240	**KAT1** (POTASSIUM CHANNEL IN ARABIDOPSIS THALIANA 1); cyclic nucleotide binding / inward	-1.00	0.97	1.53	1.53
AT4G32500	**AKT5** ; cyclic nucleotide binding / inward rectifier potassium channel	-1.04	0.61	1.86	1.94
AT4G18160	**KCO6** ; outward rectifier potassium channel	-1.04	0.83	2.48	2.63
AT3G02850	**SKOR** ; cyclic nucleotide binding / inward rectifier potassium channel/ outward rectifier	-1.07	0.82	2.20	2.29
AT5G37500	**GORK** (GATED OUTWARDLY-RECTIFYING K ⁺ CHANNEL); cyclic nucleotide binding / inward rectifier	-1.08	0.42	1.71	1.79
AT5G46360	**KCO3** (CA ²⁺ ACTIVATED OUTWARD RECTIFYING K ⁺ CHANNEL 3); calcium ion binding / outward rectifier	-1.15	0.09	1.73	1.75
AT1G02510 *	**TPK4 / KCO4**				

* No data in our experiment.

# Supplementary material for: Differential gene expression and transport functionality in the bundle sheath versus mesophyll – a potential role in leaf mineral homeostasis
**Source:** J Exp Bot. 2017 Apr 12;68(12):3179–90. doi: 10.1093/jxb/erx067
**Supplement:** supplementary_Protocols

Differential gene expression and transport functionality in the bundle sheath versus mesophyll – a potential role in leaf mineral homeostasis

Noa Wigoda, Metsada Pasmanik-Chor, Tianyuan Yang, Ling Yu, Menachem Moshelion and Nava Moran

Supplementary Protocols

Supplementary Protocols S1. [Collection of single type protoplasts for RNA extraction](#)

Protoplasts were isolated as described by (Shatil-Cohen *et al.*, 2011; Shatil-Cohen *et al.*, 2014). For GFP excitation we used an inverted epifluorescence microscope Eclipse TS100 (Nikon, <http://www.nikoninstruments.com>) equipped with a Philips LED lamp 485±5 nm and an emission filter set GFP 3035B BrightLine 520±18 nm from Semrock (<http://www.semrock.com>). Leaf protoplasts were placed on a microscope slide in 20 µL suspension droplets covered by mineral oil (Sigma M-5904) (Supplementary Fig. S1B). Individual bundle sheath protoplasts (with a diameter of 25-30 µm) were identified by their GFP fluorescence and the mesophyll protoplasts (with a diameter of 40-45 µm) – by their lack of fluorescence (Supplementary Fig. S2). Protoplasts of these sizes were used in experiments by Shatil-Cohen *et al.*, 2011. The identified protoplasts were collected manually from the 20 µL droplet, one by one, under a bright-field illumination, using a 20X objective. 1 to 5 protoplasts were aspirated and then released into a second 5 µL droplet of wash solution covered by mineral oil using a home-made plastic micro suction-pipette, with a tip aperture of 200 µm (Supplementary Fig. S1A mounted on a micromanipulator and connected to a micrometer syringe (GILMONT® Instruments). After visual validation of the purity of the collection in the 2nd droplet (fluorescent bundle sheath protoplasts or non-fluorescent mesophyll protoplasts), single-type protoplasts were transferred using the suction-pipette (demonstrated in a 7.5 sec. long Movie S1, filmed at 4 Hz) into a 1.5 ml Eppendorff tube and flash-frozen in liquid nitrogen. The frozen samples were kept at -80°C until further analysis.

Supplementary Protocols S2. [Protoplasts pooling for RNA extraction](#)

The protoplasts pooling was performed as follows: first, the kit lysis buffer (without N-Carrier) was used to rinse an Eppendorff tube with a frozen single-type protoplast (or protoplasts) by gentle pipetting. Then, the lysate (whole contents of the tube) was transferred to the next tube with another frozen protoplast of the same type and the rinse procedure repeated, and so on, until all 20 cells were pooled together. Finally, all the tubes were spun and remaining lysate was added to the pool. The tubes were kept on ice during the pooling. The rest of the extraction procedure was according to the manufacturer's protocol.

Supplementary Protocols S3. [Normalization genes and primers for real-time PCR](#)

Transcripts of stably expressed genes constitute crucial internal references for normalization of gene expression data (Czechowski *et al.*, 2005). Therefore, we choose for normalization genes with stable expression in our sample types, both in the microarray and in RT-PCR analyses (AT5G12240 [Octanol transferase], similarly to Czechowski *et al.* (2005) and AT2G07734 [a ribosomal protein S4]).

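AT5G12240, the octanoyltransferase gene chosen for normalization, had a log2(NREL) of 1.59 ± 0.07 (SD, n = 3) in BSCs and 1.63 ± 0.06 (SD, n = 3) in MCs. Its log2 fold change was -0.04 (standard error 0.09), with a 95% confidence interval from -0.27 to 0.19, and its levels lay below the log2(NREL) of 2 that the study uses for expressed genes. AT2G07734 was not analysed here.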

Primers for AT5G12240 and AT2G32170 were as described (by Czechowski *et al.* 2005). AHA2 primers were as described (by Haruta *et al.*, 2010). In addition, the following primers were used: for AT2G07734: AT2G07734-F (5'-TGG GCG GAT AAA TTC GGG TTC C-3') and AT2G07734-R (5'-AGC GGA CTT TCT GAC TTC AAC TGG-3'), for PSBQA (AT4G21280): PSBQA-F (5'- GTT TTA CTT ACA GCC ATT GCC -3') and PSBQA-R (5'- CAT AAC GAA GAT AAG AAG CCT TG -3'), and for RAN1 AT5G44790): RAN1-F (5'- CTT ACT TCT ACT CTG TTG GGG-3'), and RAN1-R (5'- CCT TCA GTT AGT AAA ATC GCT GT-3').

Supplementary Protocols S4. [Patch-clamp data analysis: LJP corrections and Boltzmann fitting.](#)

Liquid Junction Potential (LJP) correction. Based on the composition of the internal and external solutions, the values of the LJP, were calculated using the pClamp 9.2 suite calculator and added to all values of E_m . Thus, for the pair of “internal” and “low K” bath solutions, LJP was -23 mV and with 30K bath solution (and the same “internal” solution) LJP was -14 mV (the list of solutions is detailed in Experimental procedures).

Analysis of voltage dependence of membrane conductance. The specific membrane conductance, G' , was calculated from the membrane conductance, G (obtained, in turn, from the linear slopes of the current and voltage ramps converted to current-voltage relationships), according to Eq. S1, where r is the radius of the globular protoplast, in cm:

Eq. S1.
$$G' = \frac{G}{4 \times \pi \times r^2}$$

Individual G' - E_M relationships were fitted with the Boltzmann equation (Hille, 2001), using Origin (Ver. 7, Origin Lab Co., Northampton, MA), according to Eq. S2:

Eq. S2.
$$G' = G'_b + \frac{G'_{max} - G'_b}{1 + e^{-zF(E_M - E_{1/2})/RT}}$$

Where G'_b is the basal (background) conductance, G'_{max} is the maximum attainable conductance, and thus $G'_{max\_net} = G'_{max} - G'_b$ is the maximum attainable conductance above G'_b , E_M is the membrane potential, $E_{1/2}$ is the E_M at which half of G'_{max_net} is attained, z is the effective charge of the gating subunit, F is Faraday's constant, R is the universal gas constant, and T is the absolute temperature. The individual best-fit parameters values obtained from the fit were then averaged separately for each cell type.

Channel open probability, P_o , was calculated by Eq. S3 arrived at by subtracting G'_b from G' and dividing by G'_{max_net} :

Eq. S3.
$$P_o = \frac{1}{1 + e^{-zF(E_M - E_{1/2})/RT}}$$

Supplementary Protocols S5. [Ratiometric evaluation of protoplasts membrane potential](#)

The ANEPPS membrane dyes (di-4 ANEPPS and di-8-ANEPPS) have been used in various animal cells to evaluate the transmembrane potential (E_M) (Montana *et al.*, 1989; Pucihar *et al.*, 2009; Zhang *et al.*, 1998), but only rarely in plants (e.g., in pollen tube protoplasts, Breygina *et al.*, 2009). Zhang *et al.* validated the use of ratiometric imaging of di-8-ANEPPS fluorescence by calibrating these measurements in neuronal cells with concomitant E_M changes imposed by patch clamp. Ratiometric measurement using fluorescent dyes yield data insensitive to dye leakage or to photo-

bleaching and permit relatively reliable steady-state measurements, which is the type of measurements that we performed.

Image acquisition. Images were acquired using the CellR software (Olympus), via a U-APO 40X water-immersion objective. Bandpass fluorescence filters (from Semrock, <https://www.semrock.com>) were used for the dual excitation of ANEPPS and fluorescence recording at a single emission wavelength: blue exciter: 438 ± 12 nm, green exciter: 531 ± 20 nm and a red emitter: 593 ± 20 nm (with a dichroic 562 nm long pass filter). For GFP, the GFP-3035B-000 set from Semrock was used: (exciter: 472 ± 15 nm, emitter: 520 ± 18 nm).

Image analysis. The fluorescence images were processed using ImageJ with the Ratio Plus plugin (NIH, USA freeware, see <http://rsbweb.nih.gov/ij/>; Supplementary Fig. S4). ImageJ is a public domain software (Rasband, W.S., ImageJ, U. S. National Institutes of Health, Bethesda, Maryland, USA, <http://imagej.nih.gov/ij/>, 1997-2015).

Mean background fluorescence intensity, determined from an empty area outside the protoplast, was subtracted from the image. The brightest membrane areas selected using ImageJ for ratio calculation had a mean intensity about 10% higher than that of the background. Pixel-by-pixel ratio between the two fluorescence images was calculated by 'RatioPlus' (an ImageJ plugin) and the mean ratio values of the selected membrane area of each protoplast were averaged for each cell type (Fig. 5 and Supplementary Fig. S8).

References for Supplementary Data

- Czechowski T, Stitt M, Altmann T, Udvardi MK & Scheible W-R.** 2005. Genome-Wide Identification and Testing of Superior Reference Genes for Transcript Normalization in Arabidopsis. *Plant Physiology* 139, 5-17.
- Haruta M, Burch HL, Nelson RB, Barrett-Wilt G, Kline KG, Mohsin SB, Young JC, Otegui MS & Sussman MR.** 2010. Molecular Characterization of Mutant Arabidopsis Plants with Reduced Plasma Membrane Proton Pump Activity. *Journal of Biological Chemistry* 285, 17918-17929.
- Hille B.** 2001. *Ion Channels of Excitable Membranes*. Third Edition edn. Sinauer Associates, Inc.

- Montana V, Farkas DL & Loew LM.** 1989. Dual-wavelength ratiometric fluorescence measurements of membrane potential. *Biochemistry* 28, 4536-4539.
- Pucihar G, Kotnik T & Miklavčič D.** 2009. Measuring the Induced Membrane Voltage with Di-8-ANEPPS. *J Vis Exp*, 1659.
- Shatil-Cohen A, Attia Z & Moshelion M.** 2011. Bundle-sheath cell regulation of xylem-mesophyll water transport via aquaporins under drought stress: a target of xylem-borne ABA? *The Plant Journal* 67, 72-80.
- Shatil-Cohen A, Sibony H, Draye X, Chaumont F, Moran N & Moshelion M.** 2014. Measuring the osmotic water permeability coefficient (Pf) of spherical cells: isolated plant protoplasts as an example. *J Vis Exp*, e51652.
- Zhang J, Davidson RM, Wei MD & Loew LM.** 1998. Membrane electric properties by combined patch clamp and fluorescence ratio imaging in single neurons. *Biophys J* 74, 48-53.

How the deposited data were processed for this re-analysis (not part of the article)

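RNA of bundle sheath and mesophyll protoplasts, collected by hand in batches of 20, was amplified and hybridized to Affymetrix ATH1 arrays, 3 per cell type. The authors normalized and summarized the array files with the robust multi-average method in Partek Genomics Suite and deposited log2 values per probe set; the paper names another version of Partek than the submitters' processing notes, which name 6.6. The deposited log2 values do not share one distribution over the arrays, and the probe-level normalization was not examined here because scanner files were not used. The depth of an array has no count, so the number of arrays limits the precision.

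Each array was assigned to its cell type by its label, and all 6 value columns were used. Probe sets were named through the array annotation, updated by gene number to the TAIR10.1 gene table: 13513 had 1 gene, of which 13436 matched, 503 had several genes and were given no name, and 49 more were named through Data S1. Where a gene has several probe sets, the one with the highest mean was used. Genes without a named probe set were not analysed here, among them the potassium channels of Table S3 and the full set of transporter genes, and no gene ontology test was run.

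The values were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 2-sided), with Benjamini-Hochberg adjustment over 22746 probe sets. Counts were taken at the thresholds of the study, an unadjusted p under 0.05 and an absolute fold change of at least 1.5. Of 25 gene lists written before the data were examined, 14 had at least 3 named members and were tested with camera at a preset correlation of 0.01. The genes in the text come from those that the paper names for the arrays and that have a named probe set, the 10 probe sets with the largest change in each direction among those past the thresholds with no overlap between the cell types, and up to 4 members of each list, the ones with the smallest p. The kinases ATPERK1, CCR3, STN8 and CSK fall under none of these and were taken from their titles in Data S1 after its values had been seen. The values in the paper's tables had also been seen when the rule for the other genes was written.

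Alternatives were the methods' t-test, a trended prior, array weights, median centring and quantile normalization. Further ones were filters on mean level, probe sets of several genes left out, and each array left out in turn. The t-test gives the p of a per-gene analysis of variance only if cell type is its sole factor. The paper names an analysis of variance for the arrays without its factors. Of the 90 p values of Data S1, 78 were smaller than those of this t-test. A gene that did not pass it here may therefore have passed the paper's own test. A model with BSC array 7 and MC array 8 as a block, lists restricted to members named by the array annotation, and groups by level with an array left out, were added after the data were seen. The models were tried on simulated data with the spread of the real probe sets. Of 67 probe sets changed by 1 on the log2 scale between BSCs and MCs, among 22746, 89.6% passed the thresholds of the study in limma and 79.1% in the methods' t-test. Of the unchanged probe sets 5.2% had a p under 0.05 in limma, whereas 365 of the 22746 had one in the deposited values. The noise was drawn separately for each probe set and array, so no difference shared by the probe sets of an array was simulated. The changed probe sets were drawn from all, so these shares do not apply to genes with a large spread. AHA2, for example, had an SD of 1.56 in BSCs. Figures were drawn with matplotlib 3.10.9.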

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

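The alternatives with arrays 7 and 8 as a block, with list members named by the array annotation only, and with an array left out of the groups by level, were chosen after the data were seen. No probe set passed an adjusted p of 0.05 in limma or in the methods' t-test under any alternative, the smallest adjusted p being 0.0977 without BSC array 7; the cause of the changes below was not tested, apart from fewer probe sets tested where a mean is required.

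The number past the thresholds of the study, with those higher and lower in BSCs, was 41 (11 and 30) in the methods' t-test, 885 (599 and 286) with array weights, 256 (72 and 184) after quantile normalization and 22 (5 and 17) at a mean of at least 3; 53 were higher with the block. With an array left out it ranged from 90 to 418, with 18 to 335 higher and 59 to 199 lower. Of Data S1, 39 passed in the methods' t-test, 15 at a mean of at least 3 and 38 to 57 with an array left out; of Table S2, 2 at a mean of at least 3 and 5 to 12 with an array left out. The number of named genes past the thresholds, 38 in limma, was 17 in the methods' t-test, 18 at a mean of at least 3 and 16 to 35 with an array left out. At a mean of at least 3, 3064 probe sets were expressed. The number of probe sets with a BSC mean of at least 5, 479 in all arrays, was 255 without BSC array 3 and 764 without BSC array 7. The share of highly expressed probe sets not shared was 31.7 to 42.9% with an array left out. AHA2 passed with array weights (2.47), after quantile normalization (1.56) and with the block (1.66), and its log2 fold change was 1.12 to 2.55 with an array left out. The number of gene lists past an adjusted p of 0.05 in camera, 8 at the preset correlation, was 1 with array weights, 5 after centring, 0 with an estimated correlation, 0 in fry, 0 with members named by the array annotation only and 1 to 8 with an array left out.

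None of the values that turned direction had passed its threshold, except the list of Calvin cycle enzymes. The log2 fold change, or the median of a list, turned with array weights for AT2G32170 (-0.07), AT2G26500 (0.21), SBPASE (0.18), RCA (0.71), HPR (1.88), AT1G60160 (-0.03), AT5G41920 (0.06), HCT (0.09) and the list of Calvin cycle enzymes (0.18), and after quantile normalization for AT2G28390 (0.23) and the list of reference genes (0.09), and at a mean of at least 2 for the list of sugar transporters (-0.03) and the list of reference genes (0.13). With an array left out it turned for STZ (-0.49 to 0.92), ATHSP22.0 (-0.13 to 0.02), AT2G28390 (-0.39 to 0.04), AT1G80380 (-0.94 to 0.40), SWEET11 (-0.24 to 0.45), RCA (-1.66 to 0.68), HPR (-1.83 to 1.98), CHLM (-1.75 to 0.31), AT1G60160 (-0.10 to 0.17), HCT (-0.45 to 0.06), AT2G26500 (-1.50 to 0.30), SWEET13 (-0.05 to 0.29), the list of reference genes (-0.06 to 0.04), the list of sugar transporters (-0.21 to 0.29), the list of photorespiration enzymes (-1.83 to 0.28) and the list of chlorophyll biosynthesis enzymes (-0.44 to 0.31), given as lowest and highest value.

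No paired analysis by replicate number was possible because the labels give array numbers and no replicate numbers, so the true pairing, if any, is not known. The 6 possible ways to pair the arrays, tried after the data were seen, gave 20 to 98 probe sets past the thresholds of the study. Pairing neighbouring array numbers (3 with 4, 5 with 6, 7 with 8) gave 20, of which 14 were in Data S1. With the block, 9 of the 20 photosynthesis genes passed. The potassium channel genes have no named probe set and got no value, and the set test was not run with the methods' t-test. Precision is limited by the number of arrays. BSC array 7 had low signal, and the effect of this on precision was not tested.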

Differences from the paper's values

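Of the 21 genes of Table S2 with a named probe set, the paper reports all 21 at P of at most 0.05, and limma gave 12. Among the alternatives set before the data were examined, array weights (18) came within 1.5 times of the paper's number. The methods' t-test (11), a trended prior (10), median centring (12), quantile normalization (12), a mean of at least 2 (10) or 3 (2), probe sets of several genes left out (12) and each array left out in turn (5 to 12) did not.

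The paper lists AHA2, PSBQA, PSAH-1, LHCA3, LHCB2.3, NPQ4, PSB28, ATFD1 and AT5G17850 among the differentially expressed genes of Data S1, and these did not pass the same thresholds in limma here, although the fold changes of Data S1 differed from those of the deposited values by at most 9.8e-06 on the log2 scale. For AHA2 and PSBQA the paper also reports a difference by qRT-PCR, which was not examined here. In all, 68 of the 90 probe sets of Data S1 passed in limma and 39 in the methods' t-test. Of the 22 that did not pass in limma, array weights gave 11, among them AHA2; quantile normalization gave 12, among them AHA2 and PSBQA; a trended prior gave 2. Without BSC array 3 there were 8 of the 22, without BSC array 5 there was 1, without MC array 6 there were 2, without BSC array 7 there were 6, among them AHA2 and AT5G17850, and without MC array 8 there were 5. The p values of Data S1 had a median of 0.0313, and those of the methods' t-test on the same probe sets 0.0594; 78 of the 90 were smaller in Data S1.

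Settings that reached the list of Data S1 were chosen after seeing the values. With BSC array 7 and MC array 8 as a block in limma, 163 probe sets passed, among them all 90 of Data S1, so that 0 of the genes of Data S1 were dropped; of the 21 named genes of Table S2, the same block gave 15 at an unadjusted p of at most 0.05 and left out 6. When the difference of these 2 arrays from the others was subtracted before the methods' t-test, 113 passed, again with all 90. This pair was found by trying all 9 pairs of a BSC and an MC array, and the other pairs gave 60 to 78 of the 90. The 6 ways to pair the BSC arrays with the MC arrays gave 13 to 31. The paper's text names no such factor.

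The paper places ATTIM17-1 among the genes at a high level in both cell types, with a bound of 3.5. Here its means were 2.90 in BSCs and 2.09 in MCs, the same as in Table S2, so the mismatch lies within the paper. AHA2, in the same group, was above the bound in both. Table S2 gives AT2G38410 as 2.30 in BSCs and 3.21 in MCs in the paper, where the deposited means are 2.38 and 3.29, and AT2G47490 as 2.49 and 3.19 in the paper, where they are 2.57 and 3.28.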

Other observations

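The few named genes of glucosinolate synthesis, 3 of 18 listed, had higher mean levels in BSCs. BCAT4, which starts the chain elongation of methionine, was at 4.19 ± 2.08 (SD, n = 3) in BSCs and 2.32 ± 0.29 in MCs, and the glucosyltransferase gene UGT74B1 at 2.41 ± 0.54 and 2.04 ± 0.30. All 3 named members had a higher mean in BSCs, also after quantile normalization, and 0 passed the thresholds of the study in limma (camera adjusted p = 0.0247; adjusted p = 0.362 with an estimated correlation). Without BSC array 7 the log2 fold change of BCAT4 was 3.06 and it passed. In the phenylpropanoid list, 4CL5 and CCR1 (log2 fold change -1.40) were lower in BSCs, and HCT (-0.23) and CCR2 (-0.39) did not pass (camera adjusted p = 0.00022; adjusted p = 0.362 with an estimated correlation). In the wounding list, the transcription factors WRKY6 (-1.39) and WRKY11 (-1.03) were lower and the zinc finger gene STZ (0.20) did not pass (camera adjusted p = 0.00112; adjusted p = 0.362 with an estimated correlation). Adjusted over the list alone, 2 members of the phenylpropanoid list (4CL5 and CCR1) and 2 of the wounding list (WRKY6 and WRKY11) had an adjusted p under 0.05. The study chose each of these for Data S1 on these samples, so this is not independent evidence. WRKY6 is named by the array annotation and so stays in the restricted wounding list. The phenylpropanoid and wounding lists hold members named only through Data S1, chosen by the study on these samples, and are not independent evidence; with members named by the array annotation only, a choice made after the data were seen, the adjusted p was 0.175 and 0.0816, and 0.066 for glucosinolate synthesis.

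Of 15 listed sugar transporter genes 7 were named, all of the SWEET family, with log2 fold changes from -0.21 to 0.22 (camera adjusted p = 0.746). Their median level was low, 2.30 in BSCs and 2.39 in MCs, and the listed sugar transporters of other families were not examined. SIR, the sulfite reductase, was at 4.68 ± 1.96 in BSCs and 3.52 ± 1.31 in MCs, and the sulfate assimilation list had a median of 0.72 and a mean of 0.47, while camera placed it lower (adjusted p = 0.968). GSA1, an enzyme of chlorophyll synthesis, was at 7.02 ± 1.77 and 5.50 ± 0.62, and its list had a median of -0.32 and a mean of 0.14 (adjusted p = 0.746). GSA1 and SIR passed without BSC array 7, with log2 fold changes of 2.53 and 2.29. Photorespiration enzymes had a median of -0.49 (camera adjusted p = 0.548). Vacuolar-type proton pumps had a median of 0.55, while camera placed them lower (adjusted p = 0.803). VHA-A1, lower in BSCs, was the member with an adjusted p under 0.05 over the list alone, and VHA-A2 and VHA-A3 had higher means in BSCs. The study chose VHA-A1 for Data S1 on these samples, so its p is not independent evidence. Reference genes had a median of -0.04 and a mean of 0.04 (adjusted p = 0.746), and the median was 0.09 after quantile normalization. In the other 6 lists outside photosynthesis 0 members had an adjusted p under 0.05 over the list alone.

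The tests of the direction of most calls, and the comparison of BSC array 7 with the other arrays on the control genes, were chosen only after the result was seen. Between BSCs and MCs 114 probe sets passed the thresholds of the study in limma, and 6 of the 10 ways to split the arrays into groups of 3 gave a count as large, the real one included. The highest other split gave 1424, with BSC arrays 3 and 5 and MC array 6 in one group, which points to a structure of the samples other than the cell type. BSC array 3 and MC array 6 had the widest signal range, with an SD of 1.23 each and 1147 and 1157 probe sets at 5 or above, against 78 to 613 on the others. Their correlation was 0.88, above that of either with its own cell type. The splits that kept them together gave 135 to 1424, and the rest 43 to 118. The 10 splits are too few for a share under 0.05.

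The photosynthesis lists had a median log2 fold change of -1.61 in BSCs against MCs. The median was -1.79 after quantile normalization, with a standard error of 0.72 from the array medians, so giving every array one distribution did not remove the shift. A technical loss of signal stays open. Quantile normalization keeps the order of probe sets within an array, so it cannot correct signal lost for some of them on BSC array 7. Centring adds 1 amount to every log2 fold change and tests nothing here. A difference in RNA quality stays open. The log2 difference between 3-prime and 5-prime control probe sets overlapped between the cell types for 3 of 3 genes, which was set beforehand as evidence against it. BSC array 7, with the lowest levels of the photosynthesis genes, had smaller differences than every other array for GAPDH (0.35 against 1.10 to 2.39) and ubiquitin (0.90 against 3.63 to 4.50). Stronger 3-prime bias alone would make these differences larger, so they do not show it on this array. The narrow signal range of the array, with an SD of 0.60 over all probe sets, could also make them smaller and hide such a bias. The differences rest on 1 array that lay apart, so neither they nor the overlap decide. Whether 1 array makes the difference stays open: the median closest to 0 with an array left out was -0.66, without BSC array 7, with a standard error of 1.08. A biological difference between the cell types stays open too, as untested.

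Most probe sets past the thresholds were lower in BSCs (71.9%). Whether BSC array 7 sets this direction stays open. Without it the share was 19.9%, but that followed a rise of the higher calls from 32 to 335. The lower calls numbered 82 with BSC array 7 and 83 without it. Of the 82, 41 passed without this array and all 82 had the same direction. For 75 of the 82 every BSC array lay below every MC array, so leaving an array out cannot turn their direction. The 82 were also chosen for a large difference on these same arrays, so their kept direction decides nothing. Whether a difference in signal range between arrays plays a part stays open: after quantile normalization the share was 71.9%, but of 256 probe sets past the thresholds then, 78 were among the 114, and the share ranged from 19.9% to 88.3% with an array left out of the deposited values. A difference between the cell types was not separated from this array and stays open.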
